# Inhibition of the oligosaccharyl transferase in *Caenorhabditis elegans* that compromises ER proteostasis suppresses p38-dependent protection against pathogenic bacteria

**DOI:** 10.1371/journal.pgen.1008617

**Published:** 2020-03-04

**Authors:** Dae-Eun Jeong, Yujin Lee, Seokjin Ham, Dongyeop Lee, Sujeong Kwon, Hae-Eun H. Park, Sun-Young Hwang, Joo-Yeon Yoo, Tae-Young Roh, Seung-Jae V. Lee

## Abstract

The oligosaccharyl transferase (OST) protein complex mediates the N-linked glycosylation of substrate proteins in the endoplasmic reticulum (ER), which regulates stability, activity, and localization of its substrates. Although many OST substrate proteins have been identified, the physiological role of the OST complex remains incompletely understood. Here we show that the OST complex in *C*. *elegans* is crucial for ER protein homeostasis and defense against infection with pathogenic bacteria *Pseudomonas aeruginosa* (PA14), via immune-regulatory PMK-1/p38 MAP kinase. We found that genetic inhibition of the OST complex impaired protein processing in the ER, which in turn up-regulated ER unfolded protein response (UPR^ER^). We identified vitellogenin VIT-6 as an OST-dependent glycosylated protein, critical for maintaining survival on PA14. We also showed that the OST complex was required for up-regulation of PMK-1 signaling upon infection with PA14. Our study demonstrates that an evolutionarily conserved OST complex, crucial for ER homeostasis, regulates host defense mechanisms against pathogenic bacteria.

## Author summary

N-linked glycosylation is essential for the function of various proteins, but its effects on physiology at an organism level remain poorly understood. Using the roundworm *Caenorhabditis elegans*, we show that the oligosaccharyl transferase (OST) complex, which mediates the N-glycosylation of substrate proteins in the ER, reduces susceptibility to pathogenic bacteria, *Pseudomonas aeruginosa*. We find that OST enhances defense against *P*. *aeruginosa* via maintenance of ER unfolded protein response (UPR^ER^) and up-regulation of cytosolic p38 MAP kinase signaling. Our findings propose an intriguing model for the organellar crosstalk between the ER and the cytosol in host defense mechanisms. Because the OST complex components are highly conserved among eukaryotes, our study on the regulation of cellular signaling and *C*. *elegans* physiology by the OST complex will provide an insight into the function of its mammalian counterpart.

## Introduction

N-linked protein glycosylation is an abundant posttranslational modification that regulates protein stability, localization, and activity [1–3]. Defects in the protein N-glycosylation process lead to various pathophysiological consequences, such as abnormal development and metabolic disorders [4]. Protein N-glycosylation is also implicated in immunity. For example, mutations in genes that act in the N-glycosylation pathway cause defects in both the innate and adaptive immune systems [5–7]. Nevertheless, the contribution of protein N-glycosylation to immunity at the organism level remains incompletely understood.

Protein N-glycosylation is mediated by enzymatic processes that transfer mono- or poly-saccharides to asparagine residues in a consensus motif (N-X-S/T; X stands for any amino acid except proline) of substrate proteins [8]. At the ER membrane, the oligosaccharyl transferase (OST) complex mediates N-linked glycosylation by transferring the glycans from glycan precursors to asparagine residues in peptides [9, 10]. The eukaryotic OST complex consists of highly conserved subunits, ribophorin I, ribophorin II, OST48, OST4, STT3 (staurosporine and temperature sensitive 3), N33/Tusc3 (tumor suppressor candidate 3) or IAP (implantation-associated protein), and DAD1 (defender against apoptotic death 1) [9, 11]. Although various N-glycosylated proteins have been identified in many metazoans such as the roundworm *Caenorhabditis elegans* [12, 13], the physiological roles of the OST complex remain largely unexplored.

*C*. *elegans* is an excellent model to study genetic mechanisms underlying the regulation of anti-bacterial host immunity [14–19]. In nature, *C*. *elegans* live in soil and/or rotten fruits rich in microbes, and contain many pathogenic bacteria in the gut [20, 21]. Various genetic factors that regulate the immune responses of *C*. *elegans* against pathogenic bacteria, including *Pseudomonas aeruginosa* (PA14) have been identified [18]. In particular, PMK-1/p38 MAP kinase is activated upon infection with PA14, leading to up-regulation of transcription factors, including ATF-7, ELT-2, and SKN-1 [22–28]. In addition, ER unfolded protein response (UPR^ER^) regulators, including IRE-1 (a transmembrane serine/threonine protein kinase) and XBP-1 transcription factor, are critical for development under PA14 infection and protection of adult worms against PA14 [29–31].

In the current study, we show that the OST complex that mediates protein N-linked glycosylation is critical for the innate immunity of *C*. *elegans* against PA14 infection. Genetic inhibition of the OST complex caused ER stress, possibly through the accumulation of unprocessed proteins in the ER, which in turn increased UPR^ER^. In addition, OST complex was required for the induction of various PMK-1/p38 MAP kinase-regulated genes under PA14-infected conditions. We also identified vitellogenin-6 (VIT-6) as an OST-dependent glycosylated protein, crucial for protection against PA14. Furthermore, we showed that inhibiting the OST complex substantially increased susceptibility to PA14 through down-regulating PMK-1. Our study suggests that the OST complex maintains ER protein homeostasis and enhances defense against pathogenic bacteria through activation of PMK-1 signaling.

## Results

### The oligosaccharyl transferase (OST) complex is required for the maintenance of *C*. *elegans* survival upon infection with *Pseudomonas aeruginosa*

Our previous RNAi screen for anti-bacterial immunity-modulatory genes encoding mitochondrial factors [32] tested many non-mitochondrial genes which were not included in the paper due to lack of relevance (S1 Table). Among them, RNAi targeting ZK686.3/N33/Tusc3, an OST complex component, substantially decreased the survival of *C*. *elegans* to PA14 (Fig 1A, slow killing, small lawn where worms effectively avoid pathogenic PA14). We then found that RNAi targeting each of four other OST complex components, *ribo-1*/ribophorin I, *stt-3*/STT3, *ostb-1*/OST48 and *ostd-1*/ribophorin II [11], substantially reduced worm survival under PA14 infection (Fig 1A, S1A and S1B Fig). Furthermore, a reduction-of-function mutation of *stt-3*, which altered tyrosine 550 to alanine in a catalytic subunit of OST ([33], see Fig 1B legend and S1C Fig) by using CRISPR/Cas9-based genome editing drastically increased susceptibility to PA14 (Fig 1B). We found that RNAi targeting each of the OST components enhanced the accumulation of GFP-labeled PA14 in the intestinal lumen (Fig 1C and 1D). Additionally, RNAi targeting *stt-3* reduced worm survival on the big lawn of PA14 where worms do not have space for an avoidance behavior (Fig 1E). In addition to slow killing conditions, in which PA14 kill hosts by colonization at the intestinal lumen, in fast killing conditions PA14 secretes toxic factors that compromise host health [34–36]. We found that genetic inhibition of *stt-3* increased sensitivity to PA14 under fast killing conditions as well (Fig 1F). These data suggest that OST components are required for the protection of *C*. *elegans* against pathogenic PA14 and that reduced survival by inhibition of OST is not due to defects in PA14 avoidance behavior. In contrast, RNAi targeting each OST component had small effects on the lifespan of *C*. *elegans* fed with standard *E*. *coli* foods (Fig 1G; *ribo-1* RNAi data are consistent with [37]), or survival upon infection with pathogenic *E*. *coli* (Fig 1H) or *E*. *faecalis* (Fig 1I). These data indicate that enhanced sensitivity of worms to PA14 by genetic inhibition of OST complex is not simply caused by potential lethality or sickness. Together, the OST complex appears to specifically modulate susceptibility to PA14 infection rather than generally affecting worm survival.

**Fig 1:**
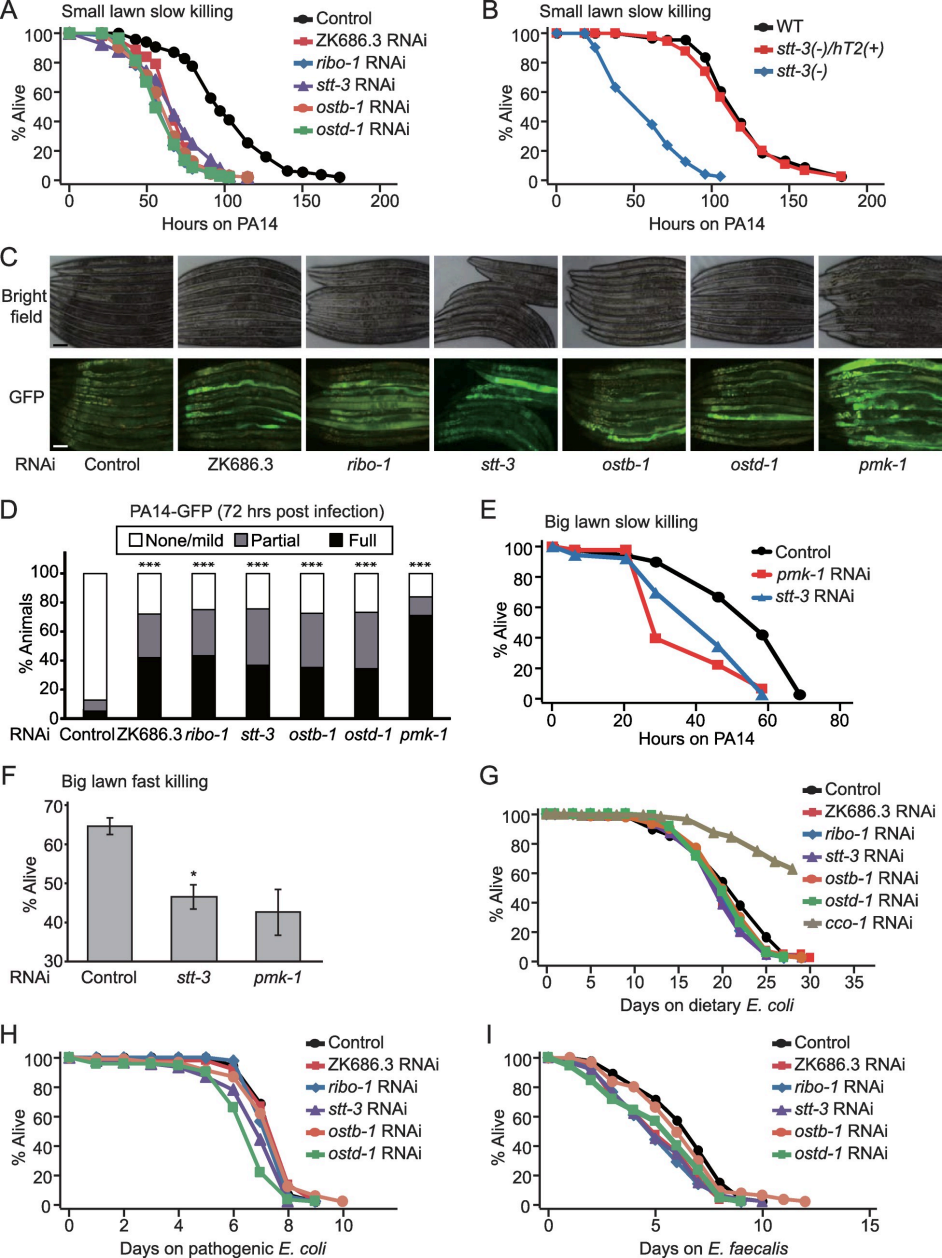
*C*. *elegans* OST complex is required for protection against and clearance of PA14. (**A**-**B**) Genetic inhibition of OST complex by RNAi targeting each component (ZK686.3, *ribo-1*, *stt-3*, *ostb-1*, or *ostd-1*) (**A**) or by a mutation in *stt-3(syb458)* [*stt-3(-)*] (**B**) reduced the survival of *C*. *elegans* under PA14-infected conditions. WT: wild-type (N2), *stt-3(-)/hT2(+)*: a balanced heterozygote. We replaced 550th tyrosine residue in STT-3 with alanine for generating a reduction of function allele (S1C Fig), because the orthologous change (Y519A) in yeast STT3 caused mild growth defects without causing lethality [33]. *stt-3(syb458)* homozygotes were able to develop to L4/young adult stage but were sterile. These phenotypic observations suggest that *stt-3(syb458)* is a reduction of function allele. (**C**) Shown are representative images of worms that were pre-treated with control RNAi and RNAi targeting each indicated OST component, after PA14-GFP exposure for 72 hrs. *pmk-1* RNAi was used as a positive control. Scale bar indicates 100 μm. (**D**) Semi-quantification of GFP-labeled PA14 levels in the intestinal lumen of worms in panel **C** (n ≥ 20 from two independent experiments). *p* values were calculated by using Chi-squared test (***p < 0.001). We also found that *stt-3* RNAi slightly reduced pumping rates of worms (S1D Fig). Thus, the increased accumulation of PA14 by inhibition of OST seems unlikely due to increased PA14 uptake. (**E-F**) Inhibition of OST complex by *stt-3* RNAi reduced the survival of worms both under slow (**E**) and fast killing (**F**) conditions of which the whole surface of plates was covered by PA14 (big lawn of PA14). (**G**) Perturbation of OST complex by RNAi targeting each of OST components had small effects on lifespan fed with normal dietary *E*. *coli* diets. RNAi targeting *cco-1* (cytochrome c oxidase-1 subunit) that increases lifespan [83] was used as a positive control. (**H**) Knockdown of each of three components (ZK686.3, *ribo-1*, and *ostb-1*) of the OST complex did not alter the survival of worms upon infection with pathogenic *E*. *coli*. RNAi targeting *stt-3* or *ostd-1* slightly reduced the survival on pathogenic *E*. *coli*. (**I**) The survival time of worms treated with each of four OST components (*ZK686*.*3*, *ribo-1*, *stt-3*, and *ostd-1*) was variable under *E*. *faecalis*-infected conditions. See S3 Table for additional repeats and statistical analysis for survival assay results in this figure.

### The OST complex regulates the proper localization of vitellogenin-6, crucial for survival on PA14

We then sought to identify OST substrates that were crucial for immunity against PA14, using a small-scale two-dimensional polyacrylamide gel electrophoresis (2D-PAGE) followed by glycoprotein staining and peptide mass fingerprinting (See Materials and Methods for details). Vitellogenin-6 (VIT-6) was one of three recovered *stt-3*-dependent N-glycosylated proteins (S2 Table), consistent with a previous N-glycoproteomic study in *C*. *elegans* [12]. *vit-6* is expressed in the intestinal cells of *C*. *elegans* ([38], WormBase database), and subsequently secreted and imported into the eggs. We showed that *stt-3* RNAi impaired the strong localization of VIT-6::mCherry in the eggs (Fig 2A). These data suggest that N-glycosylation of VIT-6 is critical for its proper secretion, and that VIT-6 is an OST substrate that affects physiological responses. A previous report showed that mutations that cause abnormal accumulation of vitellogenins, including VIT-6, impair protection against PA14 [39]. Here we found that RNAi knockdown of *vit-6* substantially decreased the survival of wild-type worms on PA14 (Fig 2B), without affecting normal lifespan on an *E*. *coli* diet (Fig 2C). In addition, *vit-6* RNAi and *stt-3* RNAi did not have an additive effect on the susceptibility of worms to PA14 (Fig 2D). Although genetic interaction analysis with double RNAi knockdown has limitations for interpretation, this result is consistent with the possibility that VIT-6 and OST regulate the survival of animals on PA14 by acting in the same genetic pathway. Together, these results suggest that the OST complex promotes the adequate N-glycosylation of proteins such as VIT-6, which contributes to the protection of worms against PA14.

**Fig 2:**
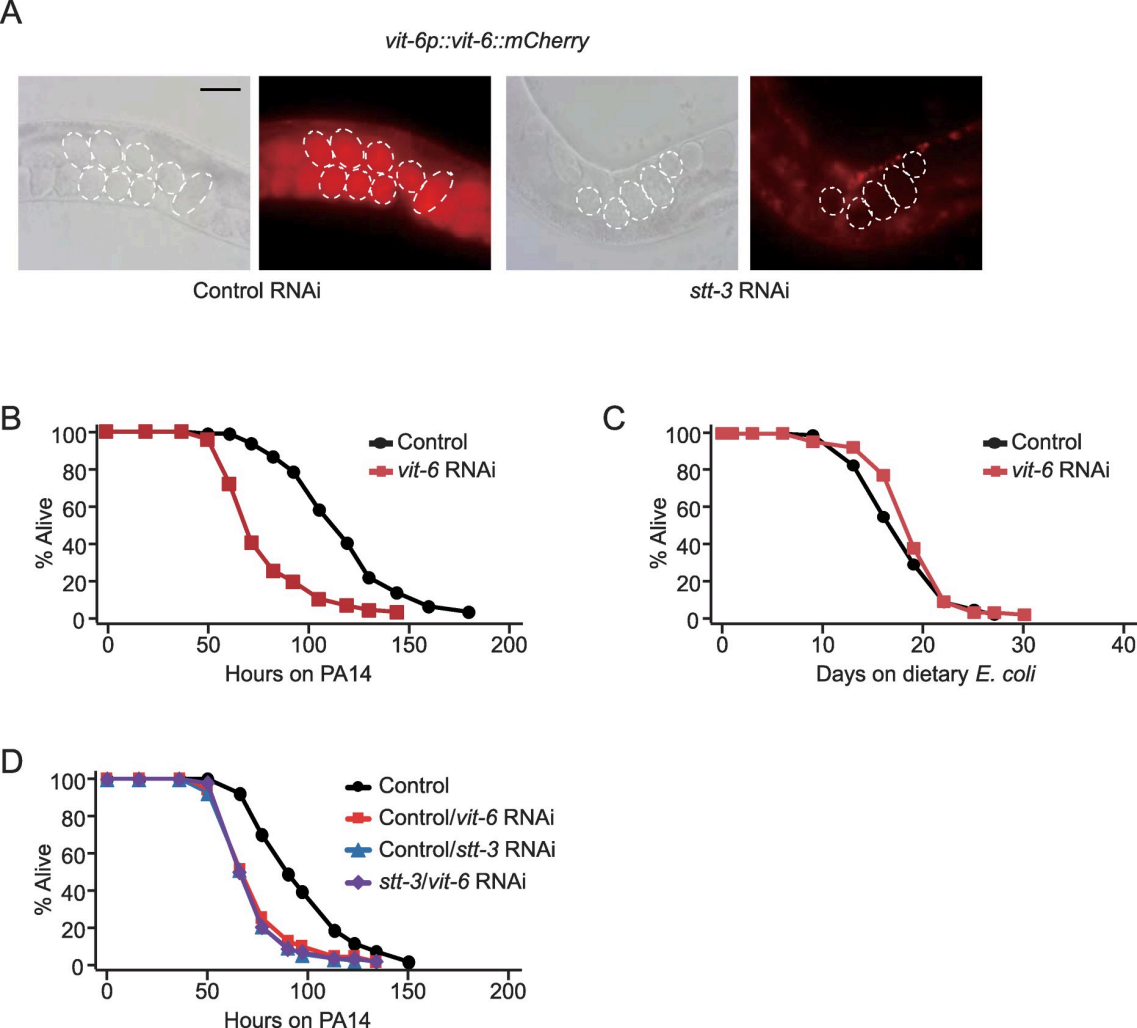
PA14 infection promotes OST-dependent N-glycosylation of VIT-6 that is responsible for ER homeostasis. (**A**) Fluorescence images of *vit-6*::*mCherry* transgenic animals treated with control or *stt-3* RNAi. Dashed lines indicate embryos in the day 2 adult worms. Scale bar indicates 100 μm. (**B-C**) RNAi targeting *vit-6* reduced the survival of wild-type (N2) worms on PA14 (**B**) without decreasing lifespan on *E*. *coli* diets (**C**). (**D**) RNAi targeting *vit-6* did not affect the survival of worms treated with *stt-3* RNAi. See S3 Table for additional repeats and statistical analysis for survival assay results in this figure.

### Inhibition of the OST complex induces UPR^ER^

In *C*. *elegans*, PA14 infection induces substantial transcriptional changes in immunity-regulating genes [23, 24]. Because the OST complex was required for immunity against PA14, we asked whether the OST complex altered transcriptional responses upon PA14 infection. We specifically determined the transcriptomic changes caused by knockdown of *stt-3* with or without PA14 infection. 

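RNA-seq was performed on wild-type N2 worms that had been grown to the L4 stage on control RNAi or stt-3 RNAi bacteria and then kept for 12 h on the corresponding RNAi bacteria (E. coli) or on PA14, a pathogenic strain of Pseudomonas aeruginosa. The 4 conditions had 3 replicates each, 12 libraries in all. The authors aligned the reads to WBcel235, quantified each gene and deposited normalized values (upper-quartile normalization followed by RUVSeq) that were rounded to whole numbers. These normalized values are a score and not read counts, and the sequencing depth behind them is unknown. Of the 17430 genes listed, the 12908 with a value of at least 10 in at least 3 of the 12 libraries were tested with limma on log2(value + 1), with one mean per condition. Genes were called changed at a fold change of more than 2 and a Benjamini and Hochberg (BH)-adjusted p value under 0.05. Fold changes are given on the log2(value + 1) scale, which understates the change of genes with low values.
The targeted gene, stt-3 (WBGene00020437), lies on chromosome III of WBcel235 from 6248637 to 6251607. In the control RNAi libraries its normalized values were 421, 398 and 434 on E. coli and 367, 398 and 434 on PA14. In the libraries labelled stt-3 RNAi the values were 461, 488 and 467 on E. coli and 469, 513 and 551 on PA14. The log2 fold change of the labelled libraries against control RNAi was 0.18 on E. coli (standard error 0.08, limma, BH-adjusted p = 0.26) and 0.35 on PA14 (standard error 0.08, limma, BH-adjusted p = 0.0193). All 6 libraries labelled stt-3 RNAi had a higher stt-3 value than all 6 control libraries. A gene that did fall was ostd-1 (WBGene00019693, chromosome I from 5549149 to 5550295), which encodes another component of the OST complex. Its value was 642 ± 21.8 (SD, n = 3) in control RNAi and 126 ± 11.6 (SD, n = 3) in the labelled libraries on E. coli. On PA14 it was 763 ± 92.9 (SD, n = 3) and 104 ± 8.72 (SD, n = 3). The log2 fold change of ostd-1 was -2.35 on E. coli (standard error 0.11, limma, BH-adjusted p = 1.40e-06) and -2.86 on PA14 (limma, BH-adjusted p = 1.84e-07), that is, 5.09-fold and 7.25-fold lower. By p value, ostd-1 ranked 1 of the 6124 genes that were lower in the labelled libraries on E. coli and 2 of the 5412 on PA14. On the other strand at this place lies tom-1, and the counting is not stated to use strand. ZK686.3, ribo-1 and ostb-1, which encode further components, had log2 fold changes on E. coli of 0.14, 0.13 and 0.21, none of them past the threshold (limma, BH-adjusted p = 0.346, 0.418 and 0.358). On PA14 theirs were 0.31, 0.21 and 0.33 (limma, BH-adjusted p = 0.0260, 0.144 and 0.117), so that the small rise of stt-3 there was not particular to it. Since the value of stt-3 did not fall, these libraries are called the libraries labelled stt-3 RNAi throughout.

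**Figure D1:**
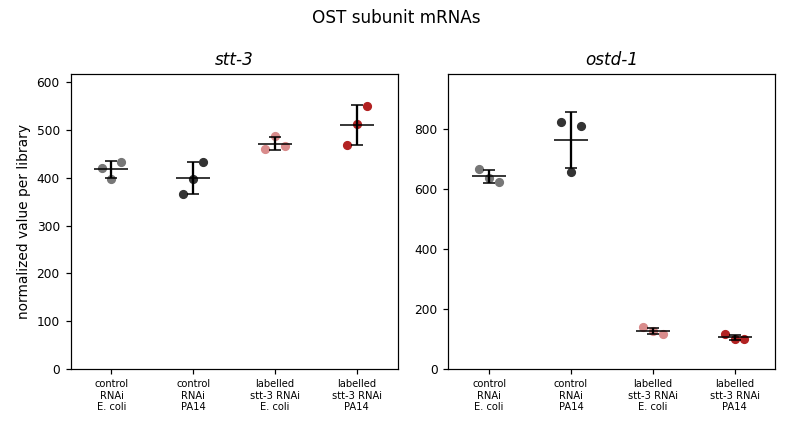
Normalized values (score, linear axis from 0) of stt-3 and ostd-1 in the 4 conditions. Points are single libraries, horizontal lines are the means and bars the SD (n = 3); the 6 libraries labelled stt-3 RNAi lie above the control libraries for stt-3 and below them for ostd-1.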

By performing mRNA sequencing (RNA-seq) analysis, we first noticed that *stt-3* RNAi substantially altered transcriptome profile on normal *E*. *coli* diets without PA14 infection (Fig 3A). 

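Among the 12908 genes tested, 255 were called higher and 159 lower in the libraries labelled stt-3 RNAi than in control RNAi on E. coli. The setting that moved these counts most was a test against the 2-fold threshold itself (limma's treat), with 32 genes higher and 5 lower. Those 5 genes were pud-3, WBGene00018448, ostd-1 and, singled out after their values were seen, F54F7.2 and asp-13. Single libraries also moved the counts. Without replicate 1 of control RNAi on E. coli 159 genes were called higher, without replicate 1 of the labelled libraries on E. coli 163 were called higher, and without replicate 2 of control RNAi on E. coli 101 were called lower. With the pseudocount of 1, the largest increase past the threshold was that of Y41C4A.32 (WBGene00270321, chromosome III from 11721706 to 11723607), with values of 74, 97 and 40 in control RNAi and 31511, 15747 and 7531 in the labelled libraries. Its log2 fold change was 7.85 (standard error 0.48, limma, BH-adjusted p = 1.43e-05). For sdz-35 (WBGene00022570, chromosome II from 3207683 to 3208779) all 3 control RNAi libraries are listed at 0, so that its rank depends on the pseudocount, and the labelled libraries had values of 230, 119 and 94 (limma, BH-adjusted p = 1.40e-06). The value of warf-1 (WBGene00000190, chromosome IV from 7634786 to 7635712) was 23, 52 and 24 in control RNAi and 3310, 1230 and 566 in the labelled libraries, a log2 fold change of 5.38 (limma, BH-adjusted p = 0.000395). Genes on the other strand overlap Y41C4A.32 (Y41C4A.26) and warf-1 (nep-16), so that their values are uncertain.
The largest decrease was that of WBGene00010965, a mitochondrial gene for which no symbol was matched (MtDNA from 9649 to 10348), with values of 8730, 1129 and 6745 in control RNAi and 470, 4 and 0 in the labelled libraries. Its log2 fold change was -8.25 with a standard error of 1.84 (limma, BH-adjusted p = 0.0245), and it overlaps WBGene00014471 on the same strand. This call was lost without control RNAi on E. coli replicate 1 (limma, BH-adjusted p = 0.0951) or replicate 3 (limma, BH-adjusted p = 0.0774), and without labelled E. coli replicate 2 (limma, BH-adjusted p = 0.0629) or replicate 3 (limma, BH-adjusted p = 0.0640). It was also lost when only the 2 groups compared were fitted (limma, BH-adjusted p = 0.154). Against the 2-fold threshold itself it was lost as well (limma treat, BH-adjusted p = 0.231). Over all settings tried the adjusted p of WBGene00010965 ranged from 0.00119 to 0.231 (limma, BH). K09H9.11 (WBGene00220015), a snoRNA inside vbh-1 on the same strand, was 491 ± 187 (SD, n = 3) in control RNAi, and 2, 56 and 2 in the labelled libraries. Its log2 fold change was -5.86 (limma, BH-adjusted p = 0.0111). The call was lost when only the 2 groups compared were fitted (limma, BH-adjusted p = 0.0796). It was also lost against the 2-fold threshold itself (limma treat, BH-adjusted p = 0.119). The adjusted p of K09H9.11 ranged from 0.00131 to 0.119 over the settings (limma, BH). The value of pud-3 (WBGene00017501, chromosome V from 2324634 to 2325152) was 3708 ± 1140 (SD, n = 3) in control RNAi and 278 ± 114 (SD, n = 3) in the labelled libraries, a log2 fold change of -3.75 (limma, BH-adjusted p = 0.000139).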

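A list of 35 genes for protein folding, quality control and degradation in the ER and for the UPR ER sensors was tested as a set. The list was written from general knowledge after S4 Table had been seen, so that it is not independent evidence. In the libraries labelled stt-3 RNAi on E. coli, 33 of the 35 genes had a log2 fold change above 0, with a median of 0.66, against a median of 0.02 for all genes tested. Of the list, 12 genes were called higher and no gene lower, and the same number was called higher with p values adjusted over the list alone. The odds of being called higher were 27.1 times those of the other genes tested (2-sided Fisher's exact test, p = 1.52e-12). With camera at a preset correlation between genes the list was shifted upward (p = 3.79e-25), and it was also shifted with fry (p = 2.02e-05) and with a correlation estimated from the data (p = 0.00975). On PA14 the list had a median of 0.71 in the labelled libraries against control RNAi, with 13 genes called higher. All 336 genes that the paper lists in S4 Table were among the genes tested and changed in the same direction, and 293 of them were called.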

Notably, gene ontology (GO) terms related to UPR^ER^ as well as immune responses were over-represented among the 208 genes up-regulated by *stt-3* RNAi (Fig 3B, S4 Table, fold change > 2, Benjamini and Hochberg (BH)-adjusted *p* value < 0.05 with 17,430 genes), whereas 128 down-regulated genes were enriched in GO terms of metabolic processes (S2A Fig, S4 Table). 

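The values of hsp-3 (WBGene00002007, chromosome X from 6089028 to 6092124) on E. coli were 615 ± 30.6 (SD, n = 3) in control RNAi and 1675 ± 433 (SD, n = 3) in the libraries labelled stt-3 RNAi. This is a log2 fold change of 1.41 (standard error 0.23, limma, BH-adjusted p = 0.00514). For hsp-4 (WBGene00002008, chromosome II from 7350112 to 7352645) they were 1245 ± 106 (SD, n = 3) and 5743 ± 1964 (SD, n = 3), a log2 fold change of 2.14 (limma, BH-adjusted p = 0.000578). The level of enpl-1 (WBGene00011480, chromosome IV from 11119298 to 11123155, with spo-11 on the other strand) rose from 718 ± 14.5 (SD, n = 3) to 1737 ± 176 (SD, n = 3), a log2 fold change of 1.27 (limma, BH-adjusted p = 0.000297). In each of the 3 genes the lowest labelled library was above the highest control library. None of these genes passed the test of a change beyond 2-fold, where hsp-4 came closest (limma treat, BH-adjusted p = 0.0734; range over the settings 1.94e-05 to 0.0734). Among the UPR ER regulators, xbp-1 had a log2 fold change of 0.81 (limma, BH-adjusted p = 0.00329) and ire-1 one of 0.33 (limma, BH-adjusted p = 0.0754), both under 2-fold.

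**Figure D2:**
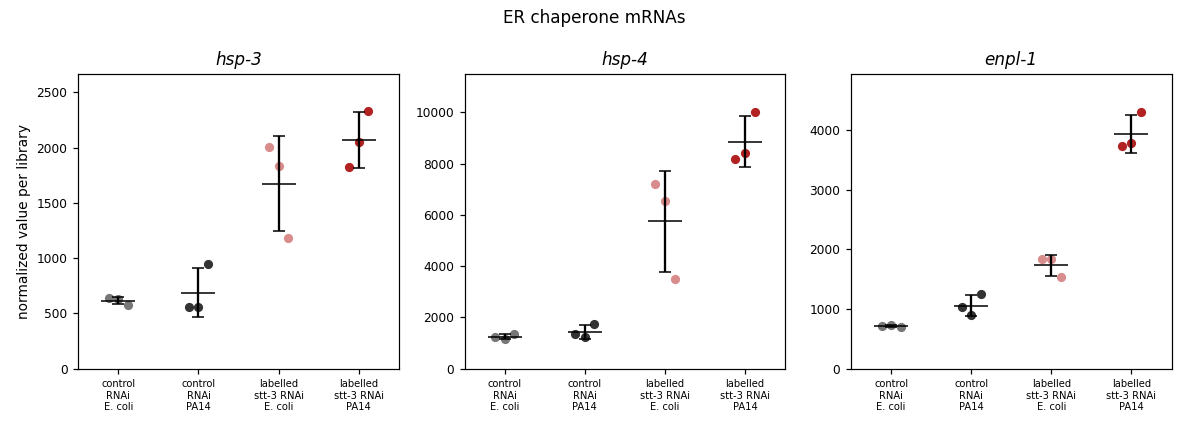
Normalized values (score, linear axes from 0) of hsp-3, hsp-4 and enpl-1 in the 4 conditions. Points are single libraries, horizontal lines the means and bars the SD (n = 3); on E. coli every library labelled stt-3 RNAi lies above every control RNAi library.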

Consistently, *stt-3* RNAi increased the levels of *hsp-3*, *hsp-4*, and *enpl-1*, which encode major ER chaperones induced by UPR^ER^ (Fig 3A). We confirmed the induction of *hsp-4* by *stt-3* RNAi using an *hsp-4p*::*GFP* reporter (Fig 3C and 3D) and qRT-PCR (Fig 3E). The induction of *hsp-4p*::*GFP* by *stt-3* RNAi was completely suppressed by mutations in *xbp-1* or *ire-1*, which encode key UPR^ER^ regulators (Fig 3C and 3D). We obtained consistent qRT-PCR results for the mRNA levels of *hsp-3* and *hsp-4* (S2C and S2D Fig). In addition, the ratio of spliced (active) to unspliced (inactive) *xbp-1* mRNA forms was increased by *stt-3* RNAi (Fig 3F–3H and S2E Fig). These results indicate that inhibition of the OST induces UPR^ER^ through the IRE-1/XBP-1 signaling axis.

**Fig 3:**
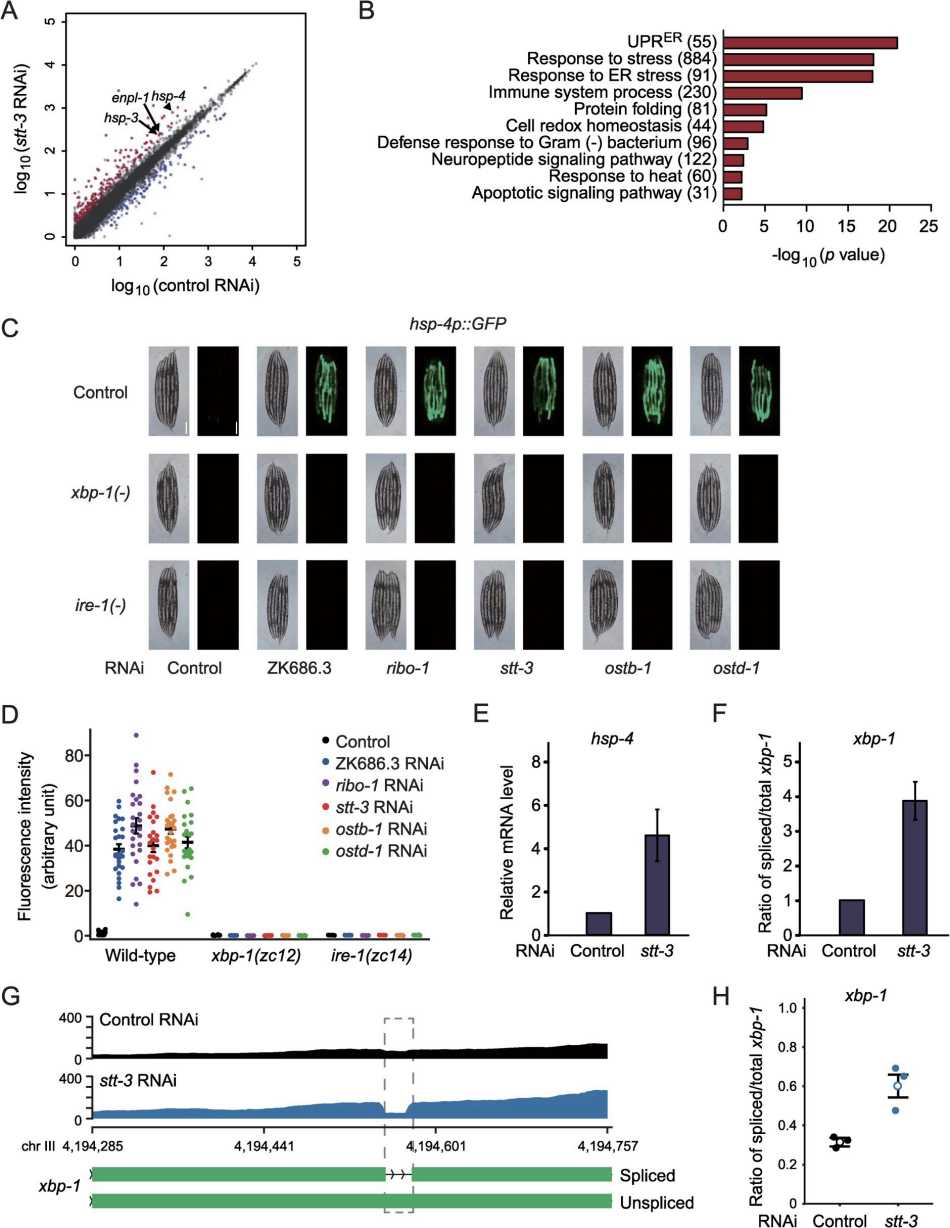
OST complex maintains ER protein homeostasis. (**A**) A scatter plot showing the effects of RNAi targeting *stt-3* on the expression levels of mRNAs. Red dots and blue dots indicate 208 up- and 128 down-regulated genes, respectively (fold change > 2, Benjamini and Hochberg (BH)-adjusted *p* value < 0.05). (**B**) Overrepresented GO terms of genes induced by *stt-3* RNAi. UPR^ER^: ER unfolded protein response. The numbers of genes for individual terms are indicated in parentheses. (**C**) RNAi targeting each OST component (ZK686.3, *ribo-1*, *stt-3*, *ostb-1*, or *ostd-1*) increased the expression of *hsp-4p*::*GFP* in wild-type animals but not in *xbp-1(zc12)* [*xbp-1(-)*] or in *ire-1(zc14)* [*ire-1(-)*] mutants. Scale bar indicates 250 μm. (**D**) Quantification of data in panel **C** (n ≥ 24 from two independent experiments). (**E**-**F**) qRT-PCR analysis data showing mRNA levels of *hsp-4* (**E**) and the ratio of spliced/total *xbp-1* mRNAs (**F**) in worms treated with control or *stt-3* RNAi (n ≥ 3). Error bars indicate SEM. *p* values were calculated by two-tailed Student’s *t*-test (*p < 0.05, **p < 0.01, ***p < 0.001). (**G**) An intron retention of *xbp-1* transcripts in a representative RNA-seq sample. A grey box with a dotted line indicates the location of alternative splicing. (**H**) The ratio of spliced/total *xbp-1* mRNAs in triplicate RNA-seq samples. Error bars indicate SEM.

### The OST complex contributes to PMK-1-dependent transcriptional changes upon infection with PA14

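Principal component analysis was performed on the log2(value + 1) of the genes tested, centred and not scaled. The first component held 73.4% of the variance and separated PA14 (60.3 to 92.6) from E. coli (-106 to -38.2). The second held 10.6% and separated control RNAi (16.9 to 42.7) from the libraries labelled stt-3 RNAi (-34.6 to -20.9), and the third held 5.08%. Among the labelled libraries on E. coli, replicate 3 lay at -38.2 on the first component and the other replicates at -74.1 and -89.8. With each gene scaled to unit variance, the first components held 48.8% and 14.9% of the variance.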

We then analyzed the role of the OST complex in transcriptomic changes caused by infection with PA14 (Fig 4A and S3A Fig). In animals infected with PA14, 1,440 genes were up-regulated and 2,309 genes were down-regulated (Fig 4A, fold change > 2, BH-adjusted *p* value < 0.05 with 17,430 genes), indicating a broad transcriptional remodeling. 

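In control RNAi, 1381 genes were called higher and 2047 lower on PA14 than on E. coli. In the libraries labelled stt-3 RNAi, 1071 genes were called higher and 1809 lower on PA14, and 820 of the higher and 1667 of the lower genes were called in both. The setting that moved the control RNAi counts most was to test only genes with a mean value of at least 50, of which 605 were called higher and 799 lower. With the pseudocount of 1, the largest increases past the threshold in control RNAi were those of dod-21 (WBGene00007873, chromosome IV from 12936738 to 12937988) and of its neighbour cld-1 (WBGene00007872). The value of dod-21 was 0, 2 and 2 on E. coli and 9369, 2681 and 6962 on PA14, a log2 fold change of 11.39 (standard error 1.00, limma, BH-adjusted p = 4.35e-05). That of cld-1 was 0, 2 and 4 on E. coli and 9941, 3119 and 7613 on PA14, a log2 fold change of 11.29 (limma, BH-adjusted p = 4.52e-05). Because these neighbours had nearly the same value in each library, how the reads were divided between them is uncertain. The third gene, whose rank depends on the pseudocount, was col-165 (WBGene00000738, chromosome X from 4353618 to 4354852), which is listed at 0 in all 3 E. coli libraries and had values of 987, 209 and 93 on PA14 (limma, BH-adjusted p = 6.84e-05). The largest decreases were those of acdh-1, argk-1 and Y47D7A.15. The level of acdh-1 (WBGene00016943, chromosome I from 6497436 to 6499560) was 1021 ± 279 (SD, n = 3) on E. coli and 2.00 ± 1.00 (SD, n = 3) on PA14, a log2 fold change of -8.43 (limma, BH-adjusted p = 4.35e-05). That of argk-1 (WBGene00009706, chromosome V from 16103894 to 16105952) was 881 ± 279 (SD, n = 3) and 2.33 ± 0.577 (SD, n = 3), a log2 fold change of -8.02 (limma, BH-adjusted p = 4.35e-05). That of Y47D7A.15 (WBGene00021627, chromosome V from 4431695 to 4433187) was 1131 ± 383 (SD, n = 3) and 9.33 ± 6.03 (SD, n = 3), a log2 fold change of -6.93 (limma, BH-adjusted p = 4.35e-05).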

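A gene induced by PA14 in control RNAi was taken as stt-3-dependent when its log2 fold change by PA14 was smaller by more than 1 in the libraries labelled stt-3 RNAi, the rule given in the legend of Fig 4A. This rule holds no test of the difference between the fold changes. Of the 1381 genes induced by PA14, 392 met it. The setting that moved this number most was to require an adjusted p under 0.05 for the difference itself, which 102 genes passed, while 561 genes were called in control RNAi and not in the labelled libraries. Of the 569 genes that the paper lists as induced and stt-3-dependent, 476 were among the genes tested and 380 met the rule. The listed genes that were not tested had a median value of 2.92 over the libraries.
Immune effector families were taken by symbol prefix (clec, lys, ilys, spp, cnc, thn, abf, fip and fipr), and 57 of the induced genes belonged to them. Of these, 38 of 57 (66.7%) were stt-3-dependent, against 354 of 1324 (26.7%) of the other induced genes, an odds ratio of 5.47 (2-sided Fisher's exact test, p = 9.52e-10). Without the C-type lectins (clec), the odds ratio was 5.19 (2-sided Fisher's exact test, p = 0.000270). With dependence defined by the test of the difference, it was 4.09 (13 of 57 against 89 of 1324, 2-sided Fisher's exact test, p = 0.000144). Fisher's exact test takes genes as independent, which genes of the same family need not be. Over all 157 immune effector genes tested, the median log2 difference of the PA14 change was -0.24 (68 above 0 and 89 below 0). This shift was found with limma camera at a preset correlation between genes and with limma fry. It was not found with limma camera when the correlation was estimated from the data. The prefixes were also tested one by one in both directions, which made 18 tests. Of the induced clec genes, 24 of 36 were stt-3-dependent (Fisher's exact test, p = 1.49e-06, BH-adjusted p = 2.69e-05), and so were 5 of 5 lys genes (Fisher's exact test, p = 0.00181, BH-adjusted p = 0.0163). The share of spp genes, 7 of 11, failed the adjustment (Fisher's exact test, p = 0.0154, BH-adjusted p = 0.0927). The lys genes, which were singled out after their values were seen, were lys-1, lys-2, lys-3, lys-7 and lys-8. Of these, the difference itself passed the adjusted threshold for lys-1 (log2 difference -2.34, limma, BH-adjusted p = 0.00758) and lys-8 (log2 difference -2.22, limma, BH-adjusted p = 0.00411).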

We noticed that *stt-3* RNAi reduced (fold change > 2) the expression of 569 genes up-regulated by PA14 (Fig 4A and S5 Table), among which immune defense-associated GO terms were substantially enriched (Fig 4B). In contrast, 569 *stt-3*-dependent PA14-repressed genes were not enriched with immune responses (S3B Fig and S5 Table). 

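Of the 2047 genes repressed by PA14 in control RNAi, 219 had a log2 fold change that was weaker by more than 1 in the libraries labelled stt-3 RNAi. Among the immune effector families 7 of 33 repressed genes (21.2%) met this rule, against 212 of 2014 (10.5%) of the other repressed genes, an odds ratio of 2.29 (2-sided Fisher's exact test, p = 0.0784). The difference itself was past an adjusted p of 0.05 in 12 of the 219 genes. With dependence defined as called in control RNAi and not called in the labelled libraries, 380 genes were counted. The count also depended on single libraries. It was 104 without labelled E. coli replicate 3, 109 without control E. coli replicate 2, 340 without control PA14 replicate 2, 367 without control E. coli replicate 3 and 384 without labelled E. coli replicate 2. Among the 2047 repressed genes were all 30 msp (major sperm protein) genes tested, 28 of 36 spe and ssp genes and 104 of 159 cuticle genes. A difference in stage between animals on PA14 and on E. coli stays open for the sperm genes. How far it enters the 2047 or the 219 genes was not tested.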

We then examined which genetic pathways acted together with the OST complex for the defense against PA14, by comparing our RNA-seq data with previously published *C*. *elegans* transcriptome data (Fig 4C) [24, 28, 40–48]. We found that genes whose induction is dependent on ELT-2, PMK-1, and ATF-7 were substantially up-regulated by PA14 in an *stt-3*-dependent manner (Fig 4D and 4E). These data are consistent with the previous report showing that ELT-2 and ATF-7 cooperate to induce a subset of PMK-1-regulated immune genes [27]. In addition, genes whose expression was increased by the inhibition of *vhp-1*/MAP kinase phosphatase, which leads to PMK-1 activation [49], were significantly enriched with genes up-regulated by PA14 in an *stt-3*-dependent manner (Fig 4D). We found that *stt-3*-independent PA14-induced genes had substantially smaller overlaps with genes up-regulated by SEK-1 (PMK-1 upstream kinase), PMK-1 or ELT-2, or by inhibition of VHP-1 than *stt-3*-dependent PA14-induced genes did (Fig 4F). In contrast, genes whose expression levels are changed by the genetic modulation of each of the other immune-regulating transcription factors, ZIP-2/bZIP [45], SKN-1/NRF2 [26], HSF-1/heat shock factor 1 [50] and DAF-16/FOXO [24], were independent of *stt-3* (S4 Fig). 

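The mRNA of irg-1 (WBGene00015574, chromosome V from 3523587 to 3524679), a target of ZIP-2, was induced by PA14 in both RNAi groups. In control RNAi its value was 28.7 ± 9.61 (SD, n = 3) on E. coli and 746 ± 309 (SD, n = 3) on PA14, a log2 fold change of 4.61 (limma, BH-adjusted p = 4.35e-05). In the libraries labelled stt-3 RNAi the log2 fold change was 4.19 (limma, BH-adjusted p = 9.52e-05), a difference of -0.41 that did not exceed the spread between replicates (limma, BH-adjusted p = 0.883). For irg-2 (WBGene00016783, chromosome V from 4042181 to 4043601), another ZIP-2 target, the log2 fold changes were 4.13 and 3.34, a difference of -0.79 (limma, BH-adjusted p = 0.578). The mRNA of zip-2 itself rose in control RNAi by a log2 fold change of 0.99 (limma, BH-adjusted p = 0.000284), just under 2-fold, and by 0.55 in the labelled libraries (limma, BH-adjusted p = 0.0115). It passed 2-fold without control E. coli replicate 2 (1.09), without control E. coli replicate 3 (1.01), without control PA14 replicate 2 (1.06) and after quantile normalization (1.04). The PA14 response of zip-2 differed between the RNAi groups by -0.43 (limma interaction test, BH-adjusted p = 0.44). The mRNAs of the other factors changed by less than 2-fold in control RNAi, with log2 fold changes of 0.24 for skn-1, 0.13 for hsf-1 and -0.10 for daf-16 (limma, BH-adjusted p = 0.0514, 0.509 and 0.591). In the RNA-seq data this concerns the mRNA of the factors and not the gene sets of S4 Fig, which were not analysed here. On the same strand, T19E7.27 overlaps skn-1, and linc-37 and K02F3.15 overlap zip-2. Genes on the other strand overlap skn-1, zip-2 and daf-16, so that the values of these factors are uncertain.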

Our analysis of chromatin-immunoprecipitation sequencing (ChIP-seq) data [51] also suggests the binding of ELT-2, a GATA transcription factor, to the promoters and bodies of *stt-3*-dependent PA14-induced genes (Fig 4G). Moreover, a GATA transcription factor-binding motif (TTATCA) was predominantly located in the promoter regions (-1 kb to +100 bp) of *stt-3*-dependent PA14-induced genes (Fig 4H). These results suggest that transcriptional responses triggered by the PMK-1/p38 MAP kinase signaling upon PA14 infection require the functional OST complex.

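The 3 ATF-7 targets T24B8.5, C17H12.8 and K08D8.5 were induced by PA14 in control RNAi and not in the libraries labelled stt-3 RNAi. In control RNAi, T24B8.5 (WBGene00011979, chromosome II from 9082626 to 9083193) had a value of 161 ± 33.9 (SD, n = 3) on E. coli and 10567 ± 3660 (SD, n = 3) on PA14. In the labelled libraries it had 103 ± 69.1 (SD, n = 3) and 134 ± 52.7 (SD, n = 3). Its log2 fold change by PA14 was 5.99 in control RNAi and 0.52 in the labelled libraries, a difference of -5.47 (limma interaction test, BH-adjusted p = 0.00428). K08D8.5 (WBGene00010659, chromosome IV from 12910647 to 12912129) rose in control RNAi from 122 ± 38.2 (SD, n = 3) to 1335 ± 488 (SD, n = 3) and was 99.7 ± 27.0 (SD, n = 3) and 93.7 ± 36.3 (SD, n = 3) in the labelled libraries. The log2 fold changes were 3.41 and -0.12, a difference of -3.53 (limma interaction test, BH-adjusted p = 0.00758). For C17H12.8 (WBGene00015933, chromosome IV from 6818703 to 6820575, with 21ur-13425 on the same strand) the values were 397 ± 192 and 3858 ± 1339 in control RNAi and 441 ± 81.0 and 467 ± 270 in the labelled libraries (SD, n = 3 each). Its log2 fold changes were 3.36 and -0.05, a difference of -3.41 (limma interaction test, BH-adjusted p = 0.0318). This difference for C17H12.8 lost its call without control PA14 replicate 1 (limma, BH-adjusted p = 0.0918) or 3 (0.0958), labelled E. coli replicate 1 (0.0818) or 3 (0.0622), or labelled PA14 replicate 1 (0.0854) or 2 (0.0978). It was also lost with a factor of unwanted variation (limma, BH-adjusted p = 0.0543), and its adjusted p ranged from 0.0166 to 0.459 over the settings. Against the 2-fold threshold itself, the differences for T24B8.5 and K08D8.5 were lost as well (limma treat, BH-adjusted p = 0.0576 and 0.140). With these exceptions, T24B8.5 and K08D8.5 kept their call in all other settings, with adjusted p from 0.000784 and 0.00280 upward (limma, BH).
The mRNAs of the regulators themselves changed less. In control RNAi on PA14, the log2 fold change was 0.40 for pmk-1, -0.18 for sek-1, 0.07 for atf-7, 0.61 for elt-2 and 0.38 for nipi-3 (limma, BH-adjusted p = 0.0170, 0.186, 0.813, 0.0142 and 0.0199), all under 2-fold. C07G2.4 and C07G2.5 overlap atf-7, whose value is uncertain for that reason. The value of vhp-1 rose from 22.3 ± 6.81 (SD, n = 3) to 74.3 ± 11.6 (SD, n = 3) in control RNAi, a log2 fold change of 1.72 (limma, BH-adjusted p = 0.000239). It was also called in the labelled libraries (limma, BH-adjusted p = 0.00355), but there its log2 fold change was 0.92 without labelled PA14 replicate 3. The values of vhp-1 are uncertain because F08B1.8 overlaps it on the same strand. For none of these 6 genes did the PA14 response differ between the RNAi groups at an adjusted p of 0.05 (limma interaction test). The smallest was 0.489 for elt-2. The level of nipi-3 was higher in the labelled libraries, by log2 fold changes of 0.81 on E. coli and 1.02 on PA14 (limma, BH-adjusted p = 0.00314 and 0.000298). That of sek-1 was higher in them on PA14, by 0.45 (limma, BH-adjusted p = 0.0240), which was under 2-fold. From the gene sets and promoter data of Fig 4, which were not analysed here, the paper proposes that the transcriptional responses of PMK-1/p38 MAP kinase signaling to PA14 need a functional OST complex.

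**Figure D3:**
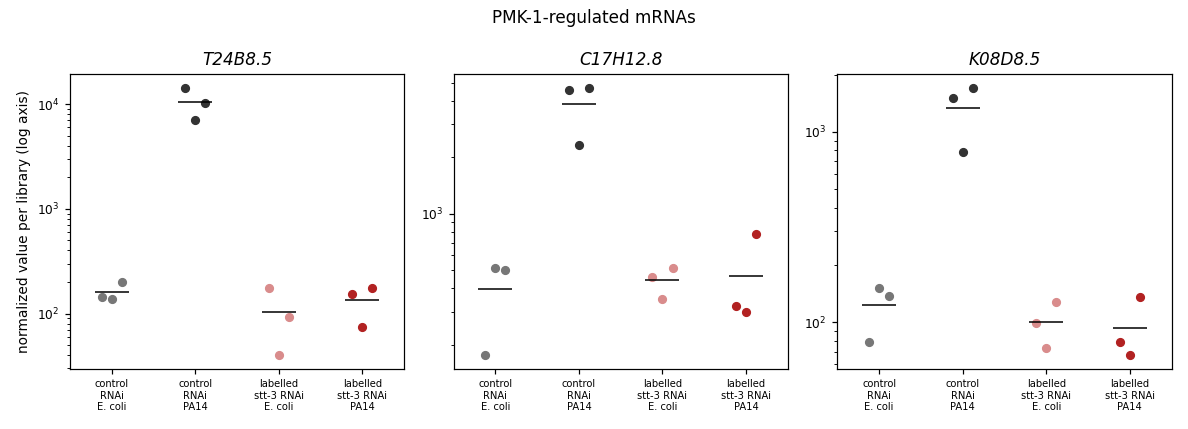
Normalized values (score, log axis) of T24B8.5, C17H12.8 and K08D8.5 in the 4 conditions. Points are single libraries and horizontal lines the means (n = 3); the control RNAi libraries on PA14 lie above the libraries of the other conditions in each panel.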

**Fig 4:**
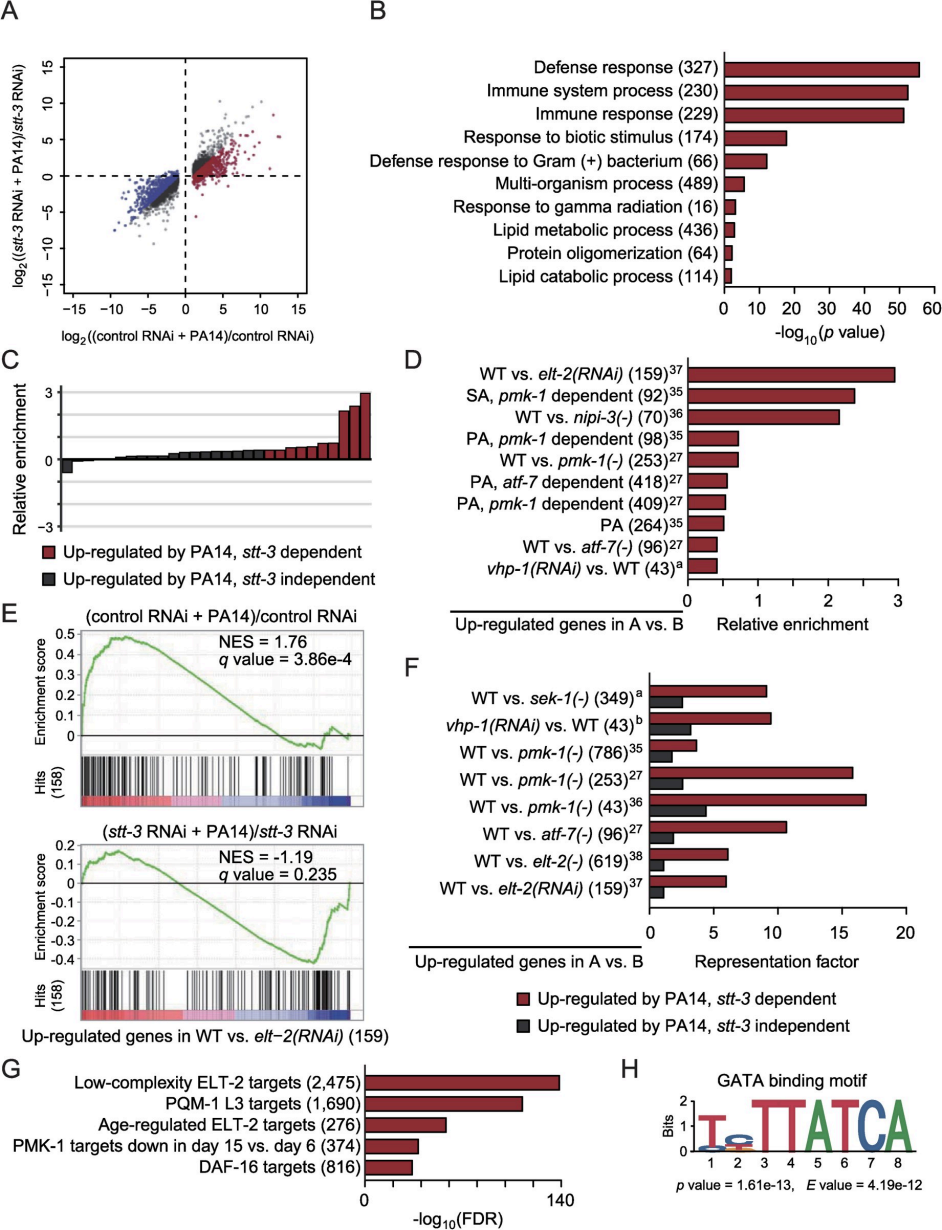
OST complex mediates PMK-1-dependent induction of a subset of PA14-responsive genes. (**A**) A scatter plot showing the effects of RNAi targeting *stt-3* on the expression levels of mRNAs that were significantly changed by PA14 infection (fold change > 2, BH-adjusted *p* value < 0.05). Red dots and blue dots indicate *stt-3*-dependent 569 up- and 569 down-regulated genes, respectively (fold change > 2 and BH-adjusted *p* value < 0.05 by PA14 in control RNAi, but the changes were reduced by fold > 2 by *stt-3* RNAi). (**B**) Overrepresented GO terms of genes induced by PA14 in an *stt-3*-dependent manner. The numbers of genes for individual terms are indicated in parentheses. (**C**) Twenty-nine gene sets whose expression was significantly increased by PA14 (*q* value < 0.25). The relative enrichment (NES_(ctrl RNAi + PA14)/ctrl RNAi_−NES_(*stt-3* RNAi + PA14)/*stt-3* RNAi_) indicates the extent of expression changes of a gene set by PA14 with or without *stt-3* RNAi. Red bars represent 10 *stt-3*-dependent PA14-induced sets. Grey bars represent *stt-3*-independent PA14-induced sets, some of which are shown in S4 Fig. (**D**) *stt-3*-dependent PA14-enhanced gene sets. In addition to PMK-1 signaling component genes, we noticed that genes whose activation was dependent on NIPI-3, another regulator of immunity against PA14 [42], were associated with genes up-regulated by PA14 in an *stt-3*-dependent manner. PA: PA14. SA: *Staphylococcus aureus*. Superscript numbers indicate references that include corresponding transcriptomic data. ^a^ data (GSE82238) in GEO. The numbers of genes for individual categories are indicated in parentheses. (**E**) Genes up-regulated in an ELT-2-dependent manner [43] were induced by PA14 in an *stt-3*-dependent manner. NES: normalized enriched score. *q* values were obtained by calculating the false discovery rate (FDR) corresponding to each NES. (**F**) Representation factors for overlaps between *stt-3*-dependent or *stt-3*-independent PA14-induced genes and PMK-1 signaling component-encoding genes. ^a^ data (GSE92902) and ^b^ data (GSE82238) in GEO. The numbers of genes for individual categories are indicated in parentheses. (**G**) Targets of transcription factors specifically associated with *stt-3*-dependent PA14-induced genes. The numbers of genes for individual categories are indicated in parentheses. (**H**) A GATA binding motif (MA0542.1) in JASPAR CORE [81] enriched in promoter regions (-1 kb to +100 bp) of *stt-3*-dependent PA14-induced genes compared to corresponding positions of *stt-3*-independent PA14-induced genes.

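The difference between the 2 fold changes by PA14, which the rule of Fig 4A does not test, was tested as the interaction of RNAi and PA14 (limma). It was called for 30 genes with a higher and 152 with a lower response in the libraries labelled stt-3 RNAi. Of the 392 induced genes under the rule, 134 were also called as induced in the labelled libraries. A weaker fold change can come from a lower level on PA14 or from a higher level on E. coli. Of the 392 genes, 188 were more than 2-fold lower in the labelled libraries on PA14, 140 were more than 2-fold higher on E. coli, and 83 were neither. Past the adjusted threshold were 145 of the lower and 82 of the higher genes (limma). Their median log2 difference between labelled and control libraries was 0.69 on E. coli and -0.91 on PA14. Of the 219 repressed genes, 71 were more than 2-fold higher on PA14, 80 were more than 2-fold lower on E. coli, and 71 were neither, but only 17 of the higher and 26 of the lower genes were past the adjusted threshold (limma). The mirrored rule, for genes called in the labelled libraries with a weaker change in control RNAi, counted 125 induced and 108 repressed genes.
Among genes with a lower response, ilys-5 (WBGene00017691, chromosome X from 6533490 to 6536840) had the smallest p. In control RNAi its value was 6372 ± 377 (SD, n = 3) on E. coli and 3639 ± 657 (SD, n = 3) on PA14, and in the labelled libraries 2007 ± 274 (SD, n = 3) and 56.7 ± 2.08 (SD, n = 3). The difference was -4.29 (standard error 0.19, limma, BH-adjusted p = 2.82e-06). The next were asp-2 (WBGene00000215, difference -2.28, limma, BH-adjusted p = 0.000346) and aagr-2 (WBGene00019895, difference -1.82, limma, BH-adjusted p = 0.000492), of which asp-2 is overlapped by inx-10 on the other strand and aagr-2 by msp-31 on the same strand. Among genes with a higher response the smallest p was that of glrx-3 (WBGene00017062), whose difference of 0.72 was under 2-fold (limma, BH-adjusted p = 0.00374). WBGene00018448, a pseudogene, had values of 16, 16 and 9 on E. coli and 11, 9 and 8 on PA14 in control RNAi, was listed at 0 in the 3 labelled E. coli libraries and had 5, 4 and 5 in the labelled PA14 libraries (limma, BH-adjusted p = 0.00477). The value of ora-1 (WBGene00003879, chromosome IV from 7977890 to 7979020) was 33.7 ± 5.51 and 7.00 ± 1.73 in control RNAi and 33.7 ± 10.8 and 52.7 ± 17.8 in the labelled libraries (SD, n = 3 each), a difference of 2.75 (limma, BH-adjusted p = 0.00672). The counts of the interaction test depended on single libraries. The higher genes numbered 16 without control PA14 replicate 1, 14 without control PA14 replicate 3, 18 without labelled E. coli replicate 1, 13 without labelled PA14 replicate 1 and 11 without labelled PA14 replicate 2. The lower genes numbered 96 without control E. coli replicate 1, 86 without control PA14 replicate 1, 78 without control PA14 replicate 3, 100 without labelled PA14 replicate 1 and 81 without labelled PA14 replicate 2.

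**Figure D4:**
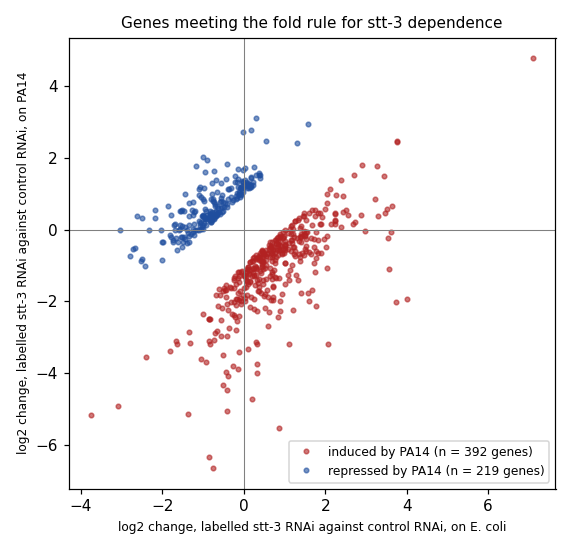
Log2 fold change of the libraries labelled stt-3 RNAi against control RNAi on E. coli (horizontal axis) and on PA14 (vertical axis) for the genes that met the rule of Fig 4A. Each point is the fitted value of 1 gene (n = 3 libraries per condition), red for the 392 induced and blue for the 219 repressed genes; the induced genes lie to the right of 0, below 0 or both.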

Next, we confirmed our RNA-seq. data by showing that RNAi targeting ZK686.3, *ribo-1*, *stt-3*, *ostb-1*, or *ostd-1* substantially decreased the induction of *T24B8*.*5p*::*GFP*, a target reporter of PMK-1, upon PA14 infection (Fig 5A and 5B). We also obtained consistent qRT-PCR results by measuring the mRNA levels of three selected PMK-1-regulated ATF-7 targets, T24B8.5, C17H12.8, and K08D8.5 (Fig 5C and 5E) [25]. In contrast, RNAi against each of the OST complex components did not affect the induction of *irg-1* or *irg-2* (Fig 5F and 5G), targets of another immune-regulatory transcription factor ZIP-2 [45]. These data suggest that the OST complex is required for the transcriptional responses caused by PA14 infection and subsequent PMK-1/p38 MAP kinase signaling.

**Fig 5:**
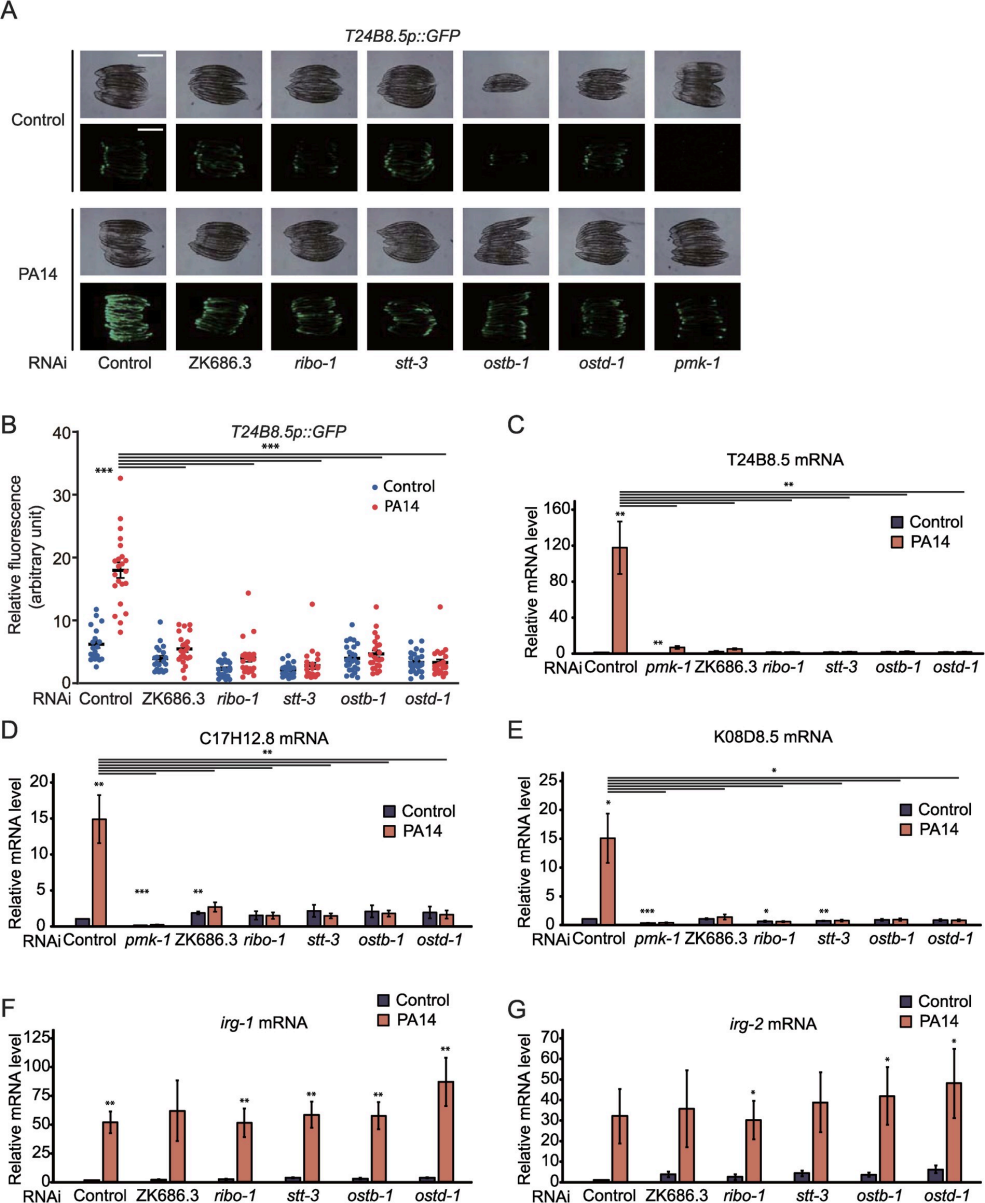
OST complex increases the expression of several PMK-1-regulated genes under PA14-infected conditions. (**A**) RNAi targeting each OST component (ZK686.3, *ribo-1*, *stt-3*, *ostb-1*, or *ostd-1*) reduced the induction of *T24B8*.*5p*::*GFP* by PA14 infection. *pmk-1* RNAi was used as a positive control. Scale bar indicates 500 μm. Different from the genetic inhibition of the OST complex, treatment with tunicamycin (5 μg/ml) did not alter the level of *T24B8*.*5p*::*GFP* with or without PA14 infection (S5C Fig). (**B**) Quantification of data in panel **A** (n ≥ 20 from three independent experiments). (**C**-**E**) qRT-PCR analysis data showing the mRNA levels of three selected PMK-1-regulated genes, T24B8.5 (**C**), C17H12.8 (**D**), and K08D8.5 (**E**), upon knocking down indicated OST components with or without PA14 infection (n ≥ 3). *pmk-1* RNAi was used as a positive control. (**F**-**G**) qRT-PCR analysis data showing the mRNA levels of two selected ZIP-2-regulated genes, *irg-1* (**F**) and *irg-2* (**G**), upon knocking down indicated OST components with or without PA14 infection (n = 4). Error bars indicate SEM. *p* values were calculated by using two-tailed Student’s *t*-test (*p < 0.05, **p < 0.01, ***p < 0.001).

### OST inhibition increases susceptibility to PA14 in a PMK-1-dependent manner

Next, we investigated the functional relevance of the link between the OST complex and UPR^ER^ or PMK-1 signaling for immunity against PA14. We first measured the susceptibility of UPR^ER^-impaired *xbp-1(-)* mutants treated with *stt-3* RNAi to PA14. We found that *stt-3* RNAi further reduced the survival of *xbp-1* mutants on PA14 (Fig 6A), suggesting that inhibition of the OST complex decreases the survival of worms on PA14, at least partially independently of UPR^ER^. In addition, we found that PA14 infection slightly increased the level of *hsp-4p*::*GFP* in control worms but substantially decreased that in worms treated with *stt-3* RNAi (S5A Fig). Moreover, the induction of ER stress by tunicamycin significantly increased the survival of worms on PA14 (S5B Fig). These data suggest that elevated ER stress is not a major cause for the increased susceptibility to PA14 by the genetic inhibition of OST.

**Fig 6:**
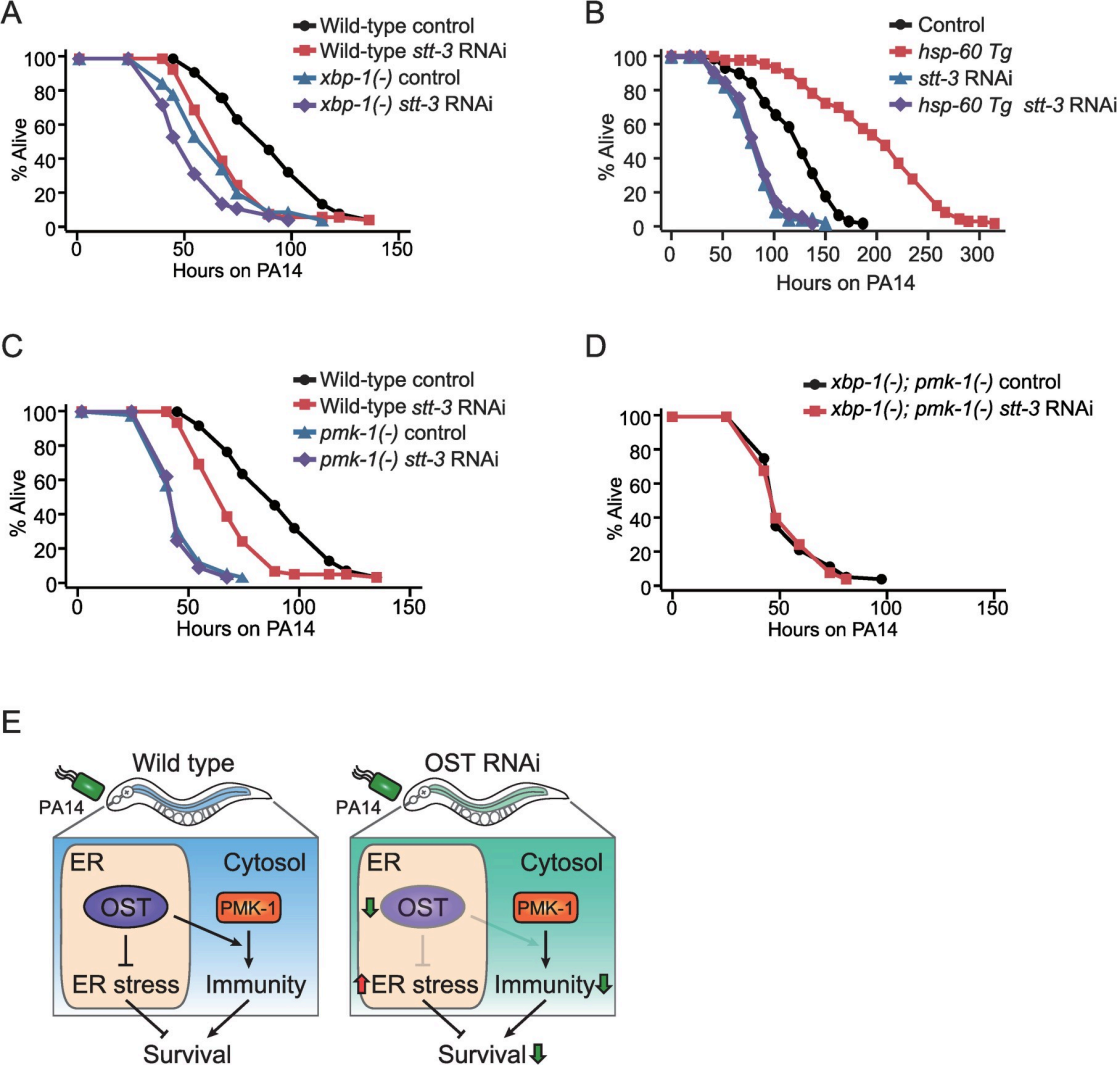
OST complex reduces susceptibility to PA14 through PMK-1 signaling. (**A**) Genetic inhibition of OST complex by *stt-3* RNAi further decreased the survival of *xbp-1(zc12)* [*xbp-1(-)*] animals on PA14. (**B**-**C**) *stt-3* RNAi suppressed the enhanced PA14 resistance of *hsp-60*-trangenic worms (*hsp-60 Tg*) (**B**), but did not reduce the survival of *pmk-1(km25)* [*pmk-1(-)*] mutants (**C**) upon PA14 infection. (**D**) *stt-3* RNAi did not affect the PA14 susceptibility of *xbp-1(-); pmk-1(-)* animals. We also obtained data suggesting that VIT-6 affects sensitivity to PA14 independently of HSP-60 and PMK-1 pathway (See S7 Fig. legends for details). (**E**) Schematic model. OST contributes to the maintenance of worm survival on PA14 infection by decreasing stress in the ER and by up-regulating PMK-1-mediated immunity in the cytosol. See S3 Table for additional repeats and statistical analysis for survival assay results in this figure.

Next, we showed that *stt-3* RNAi completely suppressed the PA14 resistance conferred by the transgenic expression of *hsp-60* (Fig 6B), which we previously showed to up-regulate PMK-1 signaling [32]. Conversely, we found that decreased survival of worms on PA14 by *stt-3* RNAi was not additive to that by *pmk-1(-)* mutations (Fig 6C). Although RNAi knockdown has a limitation for genetic interaction analysis, these data are consistent with the possibility that OST and PMK-1 act in the same pathway to decrease the susceptibility of worms on PA14. These results are also consistent with our transcriptomic data showing that inhibition of the OST complex decreases PMK-1 signaling on PA14 infection.

We then determined the genetic interaction among *stt-3* RNAi, UPR^ER^, and PMK-1 for defense against PA14. We first established that *xbp-1(-)* mutation does not further enhance PA14 susceptibility caused by a *pmk-1(-)* mutation (S6 Fig), consistent with a previous report [31]. Importantly, *stt-3* RNAi did not decrease the shortened survival of *xbp-1(-); pmk-1(-)* mutants upon PA14 infection (Fig 6D). Altogether, our data indicate that inhibition of the OST complex, which perturbs UPR^ER^, increases susceptibility to PA14 through down-regulating PMK-1 signaling.

## Discussion

### The OST complex contributes to defense against pathogenic *P*. *aeruginosa* through affecting transcriptional responses to infection

In this study, we showed that the OST complex was required for the protection of *C*. *elegans* against pathogenic *P*. *aeruginosa*, PA14. We found that the OST complex mediated ER protein homeostasis through maintaining UPR^ER^. Defects in the N-glycosylation process likely disrupt the maturation and the proper localization of ER proteins, thereby causing ER stress via the accumulation of abnormal proteins in the ER. Our transcriptomic analysis revealed that the OST complex contributed to transcriptional responses to PA14 infection. In particular, the OST complex was required for PMK-1-dependent gene induction in response to PA14 infection. We also showed that PMK-1 was required for OST-mediated defense against PA14. Overall, our work suggests that an evolutionarily conserved OST complex contributes to protection against pathogenic bacteria by maintaining ER homeostasis and by up-regulating PMK-1 signaling (Fig 6E).

### Substrate proteins of the OST complex may contribute to systemic immune response

Many secreted and membrane-localized proteins constitute the substrates of the OST complex whose stability, maturation, or localization is regulated by N-linked glycosylation. *C*. *elegans* possesses many anti-microbial effector proteins that are secreted from cells upon exposure to various pathogenic microbes [52, 53]. Thus, the OST complex may modulate immune responses by regulating the post-translational modification, intracellular trafficking, and/or secretion of immune effector proteins such as anti-microbial peptides, cytokines, and receptor proteins. VIT-6 is secreted by intestinal cells and transported into oocytes for lipid transfer from parents to offspring [38, 39, 54–56]. Our data suggest that OST mediates N-glycosylation of VIT-6 to maintain defense against PA14 infection. It remains undetermined how VIT-6 contributes to protection against PA14 infection. One possibility is that the transport of lipids from intestinal cells to oocytes may play a role in preventing PA14 pathogenicity. Alternatively, VIT-6 may function as a secreted factor in signal transduction for improving anti-bacterial immunity, in addition to or instead of its potential role in lipid transport. It will be interesting to test these possibilities in future studies.

### OST may contribute to PMK-1-dependent immunity via maintaining glycoprotein quality control in the ER

Previous studies with *C*. *elegans* have provided evidence for the crucial role of ER protein homeostasis in PMK-1-dependent immunity [29, 31]. Under PA14 infection conditions, PMK-1 up-regulates many ER protein-coding genes, eventually increasing the protein load and the ER stress [29]. XBP-1-mediated UPR^ER^ is a critical factor for immunity against PA14 (Fig 6A) [29, 31, 39]. Similar to XBP-1 and UPR^ER^, OST-regulated N-glycosylation is crucial for ER protein homeostasis (Fig 3A–3H) [3, 57], and we showed that the OST contributes to protection against PA14 infection. Interestingly, our transcriptomic data indicate that PA14 infection down-regulated many *abu* genes (*abu-1*, *6*, *7*, *9*, *10*, and *15*) and *pqn* genes (*pqn-2*, *37*, *57*, *60*, *63*, and *74*), which were suppressed by the inhibition of OST (S5 Table). *abu* and *pqn* genes regulate non-canonical UPR^ER^ [58] and also contribute to the protection of worms against pathogenic bacteria [59, 60]. 

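Of the 12 abu and pqn genes named, 10 had values high enough to be tested. In control RNAi, 9 of the 10 were called lower on PA14 than on E. coli, and in the libraries labelled stt-3 RNAi 5 of them were. The values of abu-1 (WBGene00000024) in control RNAi were 43, 75 and 30 on E. coli, and it is listed at 0 in all 3 PA14 libraries (limma, BH-adjusted p = 4.86e-05). In the labelled libraries they were 26, 61 and 13 on E. coli and 1, 1 and 0 on PA14 (limma, BH-adjusted p = 0.000169). Likewise listed at 0 in the control PA14 libraries were abu-6, abu-15 and pqn-2, with values of 21 to 69 on E. coli (limma, BH-adjusted p = 8.78e-05, 4.86e-05 and 5.15e-05). For abu-7 the values in control RNAi were 37, 59 and 26 on E. coli and 1, 0 and 0 on PA14, and its log2 fold changes by PA14 were -4.97 in control RNAi and -3.10 in the labelled libraries (limma, BH-adjusted p = 0.000134 and 0.00325). The log2 fold changes in control RNAi were -3.50 for abu-10, -2.64 for pqn-60, -2.50 for pqn-74 and -1.46 for pqn-37 (limma, BH-adjusted p = 0.00656, 0.00220, 0.0146 and 0.00604). For pqn-37 the change was under 2-fold with a factor of unwanted variation (-0.96), with a pseudocount of 5 (-0.94) and after quantile normalization (-0.98). The gene that was not called, abu-9, was 11, 16 and 0 on E. coli and is listed at 0 on PA14 (limma, BH-adjusted p = 0.0676). It was called without control E. coli replicate 3 (limma, BH-adjusted p = 0.00473) and without labelled E. coli replicate 1 (limma, BH-adjusted p = 0.0476), with a range over the settings of 0.00473 to 0.438. The change of abu-10 in the labelled libraries, -2.09, was not called (limma, BH-adjusted p = 0.0763), but was called without labelled PA14 replicate 1 (limma, BH-adjusted p = 0.0200), with a replicate block (0.0295) and with a factor of unwanted variation (0.0281), with a range over the settings of 0.0200 to 0.681. For abu-6 and pqn-2, listed at 0 in the PA14 libraries of both RNAi groups, no difference in response could be measured. In the other 8 genes the difference was toward a weaker response in the labelled libraries, but for abu-1, abu-9 and abu-15, whose control PA14 libraries are at 0, its size depends on the pseudocount. A lower level on E. coli entered this difference as well as a higher one on PA14. In the labelled libraries against control RNAi, pqn-74 had log2 fold changes of -1.00 on E. coli and 0.36 on PA14. Those of pqn-60 were -1.07 and 0.17, and those of pqn-37 were -0.73 and 0.29. None of these changes was called (limma). The rule of Fig 4A was met by 7 of the 10 genes. The difference itself passed an adjusted p of 0.05 in 0 of the 10 genes (limma). An unadjusted p under 0.05 was found in 0 of them, and the smallest BH-adjusted p from limma was 0.464. This fit took the libraries as unpaired. Between the RNAi groups on PA14, the deviations of libraries of equal number from their condition means correlated at 0.53, 0.26 and 0.39 across genes. A paired test could therefore come out otherwise. Not tested were pqn-57 (8, 18 and 5 on E. coli, 0, 1 and 0 on PA14 in control RNAi) and pqn-63 (11, 13 and 7 on E. coli, 1, 2 and 0 on PA14 in control RNAi). How reads that match several abu or pqn genes were counted is not stated, so that the values of single members are uncertain.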

Research that determines how OST regulates canonical and non-canonical UPR^ER^ processes for influencing PMK-1 signaling will be crucial for elucidating N-glycosylation-mediated defense mechanisms against pathogens.

### Potential role of N-glycosylation and OST complex in mammalian immunity

Recent studies suggest that the mammalian OST complex regulates the N-glycosylation of immune regulators to influence immunity. A previous study using a CRISPR/Cas9 knockout screen identified multiple OST complex components as regulators of cytokine production and inflammatory responses in primary dendritic cells [61]. In addition, N-glycosylation of mammalian toll-like receptors appears to be critical for their function as immune regulators [62, 63]. Many cytokines are also N-glycosylated for proper secretion and/or activity [64]. Our current study using *C*. *elegans* suggests novel mechanisms for immune regulation by the OST, through N-glycosylation of defense factors, which transmit infection signals from the ER to the PMK-1 pathway in cytosol. It will be interesting to perform further studies investigating whether similar processes are conserved in mammals.

## Materials and methods

### *C*. *elegans* strains

All strains were maintained as previously described [65]. Some strains were obtained from Caenorhabditis Genetics Center, which is funded by the NIH National Center for Resources (p40 OD010440). Strains used in this study were described below: N2 wild-type, PHX458 *stt-3(syb458)/hT2*, SJ4005 *zcIs4[hsp-4p*::*GFP]*, AU78 *agIs219[T24B8*.*5p*::*GFP]* a gift from D.H. Kim lab, IJ939 *yhIs62[hsp-60p*::*hsp-60*::*GFP; odr-1p*::*RFP]*, IJ940 *yhIs63[hsp-60p*::*hsp-60*::*GFP; odr-1p*::*RFP]*, IJ1918 *xbp-1(zc12)* obtained by outcrossing SJ17 four times to Lee-lab N2, IJ130 *pmk-1(km25)* obtained by outcrossing KU25 four times to Lee-lab N2, IJ1935 *xbp-1(zc12); pmk-1(km25)*, GA2100 *bIs1[vit-2p*::*vit-2*::*GFP + rol-6]; wuEx277[vit-6p*::*vit-6*::*mCherry + rol-6]* a gift from D. Gems lab. PHX458, STT-3 catalytic residue mutant (Y550A) strain was designed based on a report characterzing the yeast STT3 [33], and generated using CRISPR/Cas9 by SunyBiotech (http://www.sunybiotech.com/).

### Pathogen killing assays

PA14 standard (small lawn) slow killing assay was performed as previously described [32, 66]. Briefly, PA14 was cultured in LB media at 37°C overnight, and 5 μl of the liquid culture was then seeded on the center of high peptone NGM plates (0.35% bactopeptone). The plates were incubated at 37°C for 24 hrs and kept at 25°C before use. Wild-type (N2) or mutant worms were grown on plates where RNAi bacteria were seeded with 1 mM IPTG (Isopropyl β-D-1-thiogalactopyranoside). L4 or young adult stage worms were transferred to the PA14-seeded plates with 50 μM FUdR (5-fluoro-20-deoxyuridine) that prevents progeny from hatching. The worms were maintained at 25°C, scored twice a day and counted as dead if the worms did not respond to prodding. For PA14 big lawn killing assays, 15 μl of PA14 liquid culture was seeded onto each high peptone NGM plate and subsequently spread out through entire surface of the plate. PA14 fast killing assay was performed as previously described with minor modifications [67]. Briefly, 15 μl of PA14 liquid culture was spread on PGS (peptone-glucose-sorbitol) plates, incubated for 24 hrs at 37°C, and kept at 25°C for 2 hrs before use. L4 stage larval wild-type worms that were pre-treated with control or *stt-3* RNAi were transferred to PA14 on PGS for survival assays. Pathogen killing assays against *E*. *faecalis* or pathogenic *E*. *coli* were performed as previously described [17, 68]. Statistical analysis of survival data was performed by using OASIS (http://sbi.postech.ac.kr/oasis) and OASIS2 (https://sbi.postech.ac.kr/oasis2), which calculate *p* values using log-rank (Mantel-Cox method) test [69, 70].

### Measurement of pharyngeal pumping rate

Wild-type N2 worms were grown on control or *stt-3* RNAi plates. The pumping rate of young adult stage worms was counted under a dissecting microscope for 15 sec and then re-scaled to pumping/1 min.

### Intestinal PA14-GFP accumulation assays

Intestinal PA14-GFP accumulation assays were performed as previously described [22, 32], with minor modifications. L4 stage larval worms that were pre-treated with control RNAi or RNAi targeting each OST component were infected with PA14 that expresses GFP (PA14-GFP) under slow killing and small lawn conditions for 72 hrs and subsequently imaged using a microscope.

### Microscopy

Transgenic animals that expressed fluorescent proteins or wild-type animals infected with PA14-GFP were imaged by using AxioCam HRc (Zeiss Corporation, Jena, Germany) camera mounted on a Zeiss Axioscope A.1 microscope (Zeiss Corporation, Jena, Germany) upon treating with 100 mM sodium azide (DAEJUNG, Siheung, South Korea) for anesthesia. The fluorescence intensity of the animals was quantified by using ImageJ software (Rasband, W.S., ImageJ, U.S. National Institute of Health, Bethesda, Maryland, USA, http://rsb.info.nih.gov/ij/). The quantification of the data was displayed by using Graphpad Prism 7 software (http://www.graphpad.com/scientific-software/prism/).

### Identification of PA14 infection-dependent glycoproteins

Eggs of wild-type N2 worms were placed on control RNAi or *stt-3* RNAi bacteria-seeded plates and grown to L4 stage. L4 stage worms were then transferred to corresponding RNAi bacteria- or PA14-seeded plates after washing with M9 buffer 3–4 times. After 12 hrs, worms were harvested after washing with M9 buffer 3–4 times to remove residual bacteria and immediately frozen with liquid nitrogen. The worm samples were ground to form frozen powders with a cold mortar and pestle using liquid nitrogen. The powders dissolved in IPG dry strips (4–10 NL IPG, 24 cm, Genomine, Korea) were equilibrated for 12–16 hrs with 7 M urea, 2 M thiourea containing 2% 3-[(3-cholamidopropy)dimethyammonio]-1-propanesulfonate (CHAPS), 1% dithiothreitol (DTT), 1% pharmalyte and respectively loaded with 200 μg of the sample. Isoelectric focusing (IEF) was performed at 20°C using a Multiphor II electrophoresis unit and EPS 3500 XL power supply (Amersham Biosciences) following manufacturer’s instruction. For IEF, the voltage was linearly increased from 150 to 3,500 V during 3 hrs for sample entry followed by constant 3,500 V and focusing was completed after reaching 96 kVh. Prior to the second dimensional separation, strips were incubated for 10 min in equilibration buffer (50 mM Tris-Cl, pH 6.8 containing 6 M urea, 2% SDS and 30% glycerol), firstly with 1% DTT and secondly with 2.5% iodoacetamide. Equilibrated strips were inserted onto SDS-PAGE gels (20 x 24 cm, 10–16%). SDS-PAGE was performed using Hoefer DALT 2D system (Amersham Biosciences) following manufacturer’s instruction. The 2D gels were run at 20°C for 1,700 Vh. Subsequently, the protein gels were stained with Pro-Q^TM^ Emerald 488 glycoprotein stain kit (Invitrogen) and imaged for measuring glycoprotein levels. The gels were then stained by using a Colloidal Coomassie Brilliant Blue (CBB) method for measuring the levels of total proteins. Quantitative analysis of digitized images was carried out using the PDQuest (version 7.0, BioRad) software following the protocol provided by the manufacturer. The intensities of glycoproteins were normalized to those of total proteins, to compare the glycoprotein levels in four different experimental samples. Protein spots whose glycosylation levels were increased by PA14 infection in an *stt-3*-dependent manner were selected for extracting proteins from the gels and for subsequent Peptide Mass Fingerprinting (PMF) analyses.

### Lifespan assays

Lifespan assays were performed as previously described [71]. Young adult worms that were grown on control RNAi and OST component RNAi plates were transferred to 5 μM FUdR-containing control and OST component RNAi plates, respectively. The animals that did not move upon gentle touch were counted as dead. The animals that crawled off the plates, displayed ruptured vulvae, burrowed, or displayed internal hatching were censored but included in the subsequent statistical analysis. Statistical analysis of lifespan data was performed by using OASIS (http://sbi.postech.ac.kr/oasis), and OASIS2 (https://sbi.postech.ac.kr/oasis2), which calculate *p* values using log-rank (Mantel-Cox method) test [69, 70].

### RNA extraction and quantitative RT-PCR

RNA extraction and qRT-PCR were performed as previously described with minor modifications [72]. Wild-type N2 worms fed with control RNAi, *pmk-1* RNAi or OST component RNAi bacteria were grown to L4 stage and then transferred to corresponding RNAi bacteria- or PA14-seeded plates after washing with M9 buffer 3–4 times. After 12 hrs, worms were harvested by washing with M9 buffer 3–4 times to remove residual bacteria. Total RNA in the animals was isolated by using RNAiso plus (Takara, Seta, Kyoto, Japan) and was used for synthesizing cDNA with ImProm-II Reverse Transcriptase kit (Promega, Madison, WI, USA). Quantitative real-time PCR was performed by using StepOne Real-Time PCR System (Applied Biosystems, Foster City, CA, USA) as described in the manufacturer’s protocol. Comparative C_T_ method was used for the quantitative analysis of mRNAs. For all biological data sets, *ama-1* mRNA, which encodes an RNA polymerase II large subunit, was used as a normalization control. The primer sequences used for qRT-PCR analysis are as follows; 5’-TGGAACTCTGGAGTCACACC (forward) and 5’-CATCCTCCTTCATTGAACGG (reverse) for *ama-1*, 5’-AGTTGAAATCATCGCCAACG (forward) and 5’- GCCCAATCAGACGCTTGG (reverse) for *hsp-4*, 5’- CCGATCCACCTCCATCAAC (forward) and 5’-ACCGTCTGCTCCTTCCTCAATG (reverse) for total *xbp-1*, 5’-TGCCTTTGAATCAGCAGTGG (forward) and 5’- ACCGTCTGCTCCTTCCTAATG (reverse) for spliced *xbp-1*, 5’-TGTTAGACAATGCCATGATGAA (forward) and 5’-ATTGGCTGTGCAGTTGTACC (reverse) for T24B8.5, 5’-GAACAATAGTGTCAAGCCGATCTGC (forward) and 5’-TTCTGAATGATGAATGCATGTTTAC (reverse) for C17H12.8, 5’-TCTGGTCAAAATATCCTCCGGGAAG (forward) and 5’-GAGCATCACTCGATTGATTGCAGTG (reverse) for K08D8.5, 5’-GATCTTGTTCCGTACCCATGG (forward) and 5’-GCTTTGTCAAGACCAATTCCC (reverse) for *irg-1*, 5’- TTTACTTCCGAAAATCTCTC (forward) and 5’-GATAAGTTTTGACAATTGTG (reverse) for *irg-2*.

### RNA-sequencing analysis

RNA was extracted as described above (see RNA extraction and quantitative RT-PCR section). Libraries were constructed and sequencing was performed by Macrogen Inc. (Seoul, South Korea). Sequencing reads were aligned to the *C*. *elegans* genome WBcel235 (ce11) by using HISAT2 (v.2.0.5) [73]. Aligned transcripts were assembled and quantified by using StringTie (v.1.3.3b) [74] and Ballgown (v.2.0.0) [75]. The batch effects of samples were removed by upper-quartile normalization followed by RUVSeq with control genes (v1.16.1) [76]. 

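A trace of the upper-quartile step was seen in the deposited values. The upper quartile of the values was between 161 and 164 in all 12 libraries, whereas their totals ranged from 5530610 to 8627190. Some small values were rare in single libraries, and the cause of this was not tested. A value of 7 was held by 46 genes in control PA14 replicate 3 and by 257 to 348 genes in the other libraries. A value of 2 was held by 200 genes in control E. coli replicate 3 and by 626 to 924 genes in the others.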

Differentially expressed genes (fold change > 2 and adjusted *p* value < 0.05) were identified by using DESeq2 (v.1.22.2) [77]. Wald test *p* values are adjusted for multiple testing using the procedure of Benjamini and Hochberg. Genes whose expression was significantly changed by PA14 in control RNAi-treated worms but not by PA14 in *stt-3* RNAi-treated worms (fold change > 2 in opposite directions) were defined as *stt-3*-dependent PA14-responsive genes (569 genes for *stt-3*-dependent up-regulated genes by PA14 and 569 genes for *stt-3*-dependent down-regulated genes by PA14, S5 Table); it is a rare coincidence for having exact 569 genes for each set. GO terms enriched in certain genes were identified by GOstats (v.2.48.0) [78]. The ratio of spliced form in a particular transcript was obtained by using MISO (v.0.5.4) [79]. Motifs enriched in the promoter regions (-1 kb to +100 bp) of genes of interest compared to corresponding positions of background genes were identified by using AME (v.5.0.5) [80]. Given gene lists with previously discovered targets of transcription factors were compared by using WormExp (v.1.0) [40, 81]. Fifty-two previously published gene sets related to anti-PA14 immunity were collected. Global changes of certain gene sets in a comparison (treatment vs. control) were shown as normalized enrichment scores (NES) by using GSEA (v.3.0) [82]. A difference between two comparisons was defined as a relative enrichment: NES_(ctrl RNAi + PA14)/ctrl RNAi_−NES_(*stt-3* RNAi + PA14)/*stt-3* RNAi_. The numbers represent the differences in expression changes caused by PA14 treatment with or without *stt-3* RNAi for specific gene sets. To identify gene sets significantly changed by PA14, gene sets whose FDR *q* value < 0.25 in any comparison were selected. R (v.3.5.3, http://www.r-project.org) was used for plotting results. Raw data and processed data are available in Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo, GSE134687).

## Supporting information

S1 Fig The effects of *stt-3* RNAi on the survival of worms infected with PA14 at L4 and young adult stages and pumping rates, and the schematic of *stt*-3(*syb458*) knock-in allele. (**A-B**) *stt-3* RNAi reduced the survival of worms infected with PA14 at the L4 (**A**) and young adult (**B**) stages. *pmk-1* RNAi was used as a positive control. (**C**) The molecular nature of *syb458* knock in mutation in *stt-3*. Upper part: the gene structure of *C*. *elegans stt-3*. The location of *stt-3(syb458)* mutation was marked with a red inverted triangle. Bottom part: the comparison of worm STT-3, yeast STT3, mouse STT3a/b and human STT3A/B protein sequences that contain conserved WWDYG motifs (marked with a black line). Black bars at the bottom indicate conservation scores of individual amino acid residues. WWDYG: Trp-Trp-Asp-Tyr-Gly. *stt-3(syb458)* mutation results in the substitution of 550th tyrosine to alanine that perturbs the WWDYG motif. (**D**) Pharyngeal pumping rates of worms treated with control or *stt-3* RNAi. Error bars indicate SEM. *p* values were calculated by using two-tailed Student’s *t*-test (**p < 0.01). See S3 Table for additional repeats and statistical analysis for survival assay results in this figure.
(EPS) Click here for additional data file.

S2 Fig Enriched GO terms and *xbp-1* splicing affected by *stt-3* RNAi. (**A**) Overrepresented GO terms of genes whose expression was decreased by *stt-3* RNAi. The numbers of genes for individual terms are indicated in parentheses. (**B**) qRT-PCR data showing that feeding worms with *stt-3* RNAi bacteria was sufficient to reduce *stt-3* mRNA levels. (**C-D**) qRT-PCR data showing that increases in the mRNA levels of *hsp-4* (**C**) and *hsp-3* (**D**) by *stt-3* RNAi were suppressed by *xbp-1* mutations. (**E**) An intron retention of *xbp-1* transcripts in two other sets of RNA-seq data, which are different from Fig 3G. A grey box with dotted lines indicates the location of alternative splicing. Error bars indicate SEM. *p* values were calculated by using two-tailed Student’s *t*-test (*p < 0.05, **p < 0.01, ***p < 0.001).
(EPS) Click here for additional data file.

S3 Fig Infection with PA14 causes broad remodeling of transcription. (**A**) A principal component (PC) analysis showing relative distance between samples. (**B**) Overrepresented GO terms of genes down-regulated by PA14 in an *stt-3*-dependent manner. UPR^ER^: ER unfolded protein response. The numbers of genes for individual terms are indicated in parentheses.
(EPS) Click here for additional data file.

S4 Fig Relationship between *stt-3*-independent PA14-induced genes and other immune-regulators. A subset of genes whose expression was increased by PA14 in an *stt-3*-independent manner, shown in Fig 4C. The relative enrichment indicates the extent of expression changes in a gene set by PA14 infection with or without *stt-3* RNAi. The numbers of genes for individual categories are indicated in parentheses. Superscript numbers indicate supplemental references that include corresponding transcriptomic data.
(EPS) Click here for additional data file.

S5 Fig ER stress does not appear to be a main cause for the susceptibility of OST-inhibited worms to PA14. (**A**) Fluorescent images of *hsp-4p*::*GFP* worms. PA14 infection slightly increased the expression level of *hsp-4p*::*GFP* in control worms but substantially decreased that in worms treated with *stt-3* RNAi. Scale bar indicates 500 μm. (**B**) Tunicamycin significantly increased the survival of wild-type (WT) worms on PA14. (**C**) Fluorescent images showing the effect of ER stress induced by treatment with tunicamycin on the induction of *T24B8*.*5p*::*GFP* reporter with or without PA14 infection. These data suggest that down-regulation of PMK-1 pathway by inhibition of OST is uncoupled by the induction of ER stress. Scale bar indicates 100 μm. See S3 Table for the additional repeats and statistical analysis for survival assay data in this figure.
(EPS) Click here for additional data file.

S6 Fig PA14 susceptibility of animals with reduced UPR^ER^ and PMK-1 signaling. Consistent with a precious report [29], *xbp-1(zc12)* [*xbp-1(-)*] mutations did not further reduce the survival of *pmk-1(km25)* [*pmk-1(-)*] mutants on PA14. See S3 Table for additional repeats and statistical analysis for survival assay results in this figure.
(EPS) Click here for additional data file.

S7 Fig VIT-6 does not appear to affect PMK-1 pathway. (**A**) Genetic inhibition of *vit-6* by RNAi significantly reduced the survival of both wild-type (WT) worms and *hsp-60* transgenic (*hsp-60 Tg*) worms to a similar extent. (**B**) *vit-6* RNAi did not alter the expression level of *T24B8*.*5p*::*GFP* reporter with or without PA14 infection. Scale bar indicates 500 μm. See S3 Table for the additional repeats and statistical analysis for survival assay data in this figure.
(EPS) Click here for additional data file.

S1 Table Genetic screen data using PA14 standard slow killing assay with RNAi clones targeting non-mitochondrial genes that have mitochondrial GO terms. S1 Table is uploaded as a separate Excel file.
(XLSX) Click here for additional data file.

S2 Table List of the proteins whose N-glycosylation levels were increased by PA14 infection in an *stt-3*-dependent manner. S2 Table is uploaded as a separate word file.
(DOCX) Click here for additional data file.

S3 Table The effects of genetic inhibition of each oligosaccharyl transferase (OST) component or *vit-6* on survival in various genetic backgrounds under pathogenic bacteria- or dietary *E*. *coli*-fed conditions. S3 Table is uploaded as a separate word file.
(DOCX) Click here for additional data file.

S4 Table Genes whose expression was significantly changed by *stt-3* RNAi in RNA-seq data. S4 Table is uploaded as a separate Excel file.
(XLSX) Click here for additional data file.

S5 Table Genes whose expression was significantly changed by PA14 in an *stt-3*-dependent manner. S5 Table is uploaded as a separate Excel file.
(XLSX) Click here for additional data file.

# Supplementary material for: Inhibition of the oligosaccharyl transferase in Caenorhabditis elegans that compromises ER proteostasis suppresses p38-dependent protection against pathogenic bacteria
**Source:** PLoS Genet. 2020 Mar 4;16(3):e1008617. doi: 10.1371/journal.pgen.1008617
**Supplement:** S2 Table — is uploaded as a separate word file.

| **Protein** | **MW** | **pI** | **Spot intensity**  **(glycoprotein staining)** | | | | **Spot intensity**  **(CBB staining)** | | | | **Normalized glycoprotein/total protein ratio** | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | **Control RNAi** | | ***stt-3* RNAi** | | **Control RNAi** | | ***stt-3* RNAi** | | **Control RNAi** | | ***stt-3* RNAi** | |
|  |  |  | ***E. coli*** | **PA14** | ***E. coli*** | **PA14** | ***E. coli*** | **PA14** | ***E. coli*** | **PA14** | ***E. coli*** | **PA14** | ***E. coli*** | **PA14** |
| VIT-6 | 85.4 | 8.2 | 1.0* | 453.8 | 1.0* | 1.0* | 4879.6 | 6364.4 | 2893.7 | 2259.1 | 1.0^#^ | 347.9 | 1.7 | 2.2 |
| EEF-1A.1/2 | 51.6 | 8.2 | 1.0* | 856.2 | 1.0* | 1.0* | 1456.7 | 5118.6 | 3502.1 | 2095.6 | 1.0^#^ | 243.7 | 0.4 | 0.7 |
| AHCY-1 | 48.9 | 6.0 | 123.0 | 719.6 | 102.1 | 104.2 | 1250.6 | 1222.1 | 1207.2 | 1204.8 | 1.0^#^ | 6.0 | 0.9 | 0.9 |

MW: molecular weight, pI: isoelectric point, VIT-6: vitellogenin precursor that is cleaved in the body cavity into two smaller yolk proteins, YP115 and YP88, EEF-1A.1/2: translation elongation factor 1-alpha homolog, AHCY-1: S-adenosylhomocysteine hydrolase (SAHH) ortholog

* The minimal spot intensity from glycoprotein staining was set as 1.

^#^ The normalized glycoprotein/total protein ratio for control *E coli*-fed worms was arbitrarily set as 1.

# Supplementary material for: Inhibition of the oligosaccharyl transferase in Caenorhabditis elegans that compromises ER proteostasis suppresses p38-dependent protection against pathogenic bacteria
**Source:** PLoS Genet. 2020 Mar 4;16(3):e1008617. doi: 10.1371/journal.pgen.1008617
**Supplement:** S3 Table — is uploaded as a separate word file.

The experiments for the survival data within the solid line were performed in parallel. Statistical analysis was done for the data sets within the solid line. Percent (%) changes in mean survival and *p* values of RNAi-treated animals were calculated against control animals. *^hsp-60Tg^*, *^pmk-1^*, and *^xbp-1;pmk-1^* indicate % changes in mean survival or *p* values of RNAi-treated worms that were calculated against *hsp-60 Tg*, *pmk-1(-)*, and *xbp-1(-); pmk-1(-)* control worms, respectively. All the *p* values were calculated using the log-rank (Mantel-Cox method) test.

How the deposited data were processed for this re-analysis (not part of the article)

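RNA was sequenced from wild-type N2 worms grown to the L4 stage on control RNAi or stt-3 RNAi bacteria, moved to the corresponding RNAi bacteria (E. coli) or to PA14 and harvested after 12 h. Each of the 4 conditions had 3 replicates, which gave 12 libraries. The libraries are named by the condition on their label, and the libraries labelled stt-3 RNAi are called so because the value of stt-3 was not lower in them.

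The deposited values are a score: the authors aligned the reads to WBcel235, quantified them per gene with StringTie and Ballgown, removed batch effects by upper-quartile normalization followed by RUVSeq, and rounded the result to whole numbers. Although the column is headed count, the values are not read counts. The sequencing depth per library is unknown, so no counting interval or limit of detection is given. The control genes and the number of factors used in RUVSeq, the use of strand in counting and the release of the gene annotation are not stated in the paper's text.

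Of the 17430 genes, 16626 were matched to a symbol and 804 were not. Coordinates and overlapping genes were taken from the WBcel235 annotation. Genes with a value of at least 10 in at least 3 libraries were tested, 12908 in all. A pseudocount of 1 was added, and log2 values were fitted with limma 3.58.1 in R 4.3.3, with 1 mean per condition and a mean-variance trend in the empirical Bayes step. The comparisons were the libraries labelled stt-3 RNAi against control RNAi on E. coli and on PA14, PA14 against E. coli in either RNAi group, and the difference between the PA14 changes (interaction). Genes were called at more than 2-fold and a Benjamini-Hochberg adjusted p under 0.05, the thresholds of the paper. A test on read counts with edgeR had been chosen before the data were examined, and was replaced by limma because the values are not counts. On simulated data with 200 changed genes, 181 were recovered with 5 wrong calls for the RNAi effect, and 158 with 8 wrong calls for the interaction. All simulated changes lay beyond the 2-fold threshold, the libraries were drawn as independent and no other effect of PA14 was put in. The recovery in the real data is therefore not shown by these numbers.

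Besides the genes that the paper names, the genes named were, for the RNAi effect on E. coli and the PA14 effect in control RNAi, the 3 largest increases and the 3 largest decreases past the threshold with a mean of at least 0.001% of the library total in 1 group and no overlap between the libraries of the groups, and for the interaction the 3 smallest p in each direction. This rule was set before the data were examined, although values of some of the named genes in S4 and S5 Tables had been seen before. Other genes are named only where they are said to have been singled out after their values were seen.

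Gene lists were an ER folding list of 35 genes, immune effector families by symbol prefix, cuticle genes by prefix (with the col genes among them), 6 vitellogenin genes and msp genes. All of these were written before the deposited values were examined. The ER folding list was, however, written after S4 Table had been seen. That table comes from these same libraries, so that the ER folding list is not independent of them. The spe and ssp genes and 13 oocyte genes were written before their test. Lists were tested with camera and fry from limma and with 2-sided Fisher's exact tests. Simulations and other splits of the libraries used 100 draws with a fixed seed.

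The replicate numbers were examined for pairing by correlating, across genes, the deviations of libraries from their condition means. Between control RNAi and labelled libraries on PA14 these correlations were 0.53, 0.26 and 0.39 for the libraries of equal number, so that a fit with the replicate number as a block was included. The largest correlation of values between libraries was 0.988, and no library was identical to another. The alternatives were other filters on low values, rescaling by median-of-ratios factors, 1 factor of unwanted variation, a test against the 2-fold threshold itself, a replicate block, only the groups compared, and leaving out each library in turn. Other pseudocounts, a fit without the mean-variance trend and quantile normalization were added after the data were seen. The published gene sets, GO terms, chromatin data and promoter motifs of Fig 3B and Fig 4 were not analysed here.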

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

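The tests on ostd-1 and stt-3, those with 1 scale factor per library, those on reads shared between similar genes and the splits by PA14 pairs were chosen only after the result was seen.

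In the libraries labelled stt-3 RNAi, the value of the targeted gene did not fall while that of another OST component did, a pattern that the paper does not discuss. The log2 fold change of ostd-1 was -2.35 on E. coli and -2.86 on PA14, and that of stt-3 on PA14 was 0.35 (limma, BH-adjusted p = 1.40e-06, 1.84e-07 and 0.0193). An exchange of single libraries between the RNAi groups is argued against, because ostd-1 was below every control library in 6 of the 6 labelled libraries. One scale factor per library is argued against as well, because the log2 fold change of ostd-1 on E. coli was -2.32 after rescaling. An RNAi clone against ostd-1 in place of stt-3 stays open as a candidate explanation: among the genes lower in the labelled libraries on E. coli, ostd-1 had rank 1 by p. Reads of the double-stranded RNA fed to the animals and counted on stt-3, which could hide a fall of the mRNA, cannot be told apart from an unchanged mRNA: the log2 change of stt-3 differed by 0.18 between PA14 and E. coli (limma, BH-adjusted p = 0.633), and the values hold no reads. A fall of the ostd-1 mRNA as a response of the animals to the loss of STT-3 is a biological explanation that was not tested. The qRT-PCR data of S2B Fig, which report a lower stt-3 mRNA, were not used here.

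The msp genes (major sperm proteins), which the paper does not discuss, were lower on PA14, with a median log2 change of -3.76 in control RNAi and -3.69 in the labelled libraries, and all 30 were called lower in both (limma). A loss of the germ line as a whole on PA14 is argued against by the 13 oocyte genes, whose median log2 change in control RNAi was 0.27, with 13 of 13 above 0. One scale factor per library is argued against by a median of -3.78 after rescaling, and reads shared between near-identical msp genes are argued against by a change of -3.74 in the sum over the genes. Open is a difference in stage: animals on PA14 may have been further past sperm production at harvest, and the 36 spe and ssp genes had a median of -2.89 in control RNAi, with 28 called lower. A direct effect of PA14 on sperm genes is a biological explanation that was not tested, and it is not excluded by these values.

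The PA14 response of vitellogenin genes differed between the RNAi groups, with log2 differences of -2.41 for vit-1, -2.46 for vit-3, -2.44 for vit-4 and -1.84 for vit-5 (limma, BH-adjusted p = 0.0107, 0.00202, 0.00178 and 0.00259). Against the 2-fold threshold itself none of the 4 was called (limma treat, BH-adjusted p = 0.442, 0.0799, 0.0799 and 0.317). The value of vit-3 was 12169 ± 1480 (SD, n = 3) on E. coli and 9426 ± 2560 (SD, n = 3) on PA14 in control RNAi, and 3810 ± 500.0 (SD, n = 3) and 525 ± 64.2 (SD, n = 3) in the labelled libraries. For vit-2 and vit-6 the difference was not called (limma, BH-adjusted p = 0.114 and 0.348). One scale factor per library is argued against, because the median difference over the 6 vit genes was -2.18 after rescaling. Reads shared between near-identical vit genes are argued against as the whole cause by a difference of -0.93 in the sum over the genes, which rose on PA14 in control RNAi and fell in the labelled libraries without overlap, although the division of reads between single vit genes is uncertain. A harvest of the labelled libraries at another stage on PA14 should also move the sperm genes. The median difference was 0.04 for the spe and ssp genes (19 above 0 and 17 below 0). It was 0.06 for the msp genes (20 above 0 and 10 below 0). For the oocyte genes it was -0.19 (2 above 0 and 11 below 0), against -2.12 for the vit genes. The sperm genes thus argue against a difference in stage that moves them. A difference in stage that leaves the sperm genes unmoved is not excluded. An effect of the RNAi on yolk production during infection is a biological explanation that was not tested.

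Further genes had a PA14 response that differed between the RNAi groups by the interaction test: sdz-35 (-2.34, a fitted value set by the pseudocount, since the control E. coli libraries are listed at 0), ora-1 (2.75), ilys-5 (-4.29), asp-2 (-2.28), aagr-2 (-1.82) and the pseudogene WBGene00018448 (2.97, a fitted value only, since the gene is listed at 0 in the labelled E. coli libraries). Among the genes that the paper names, T24B8.5 (-5.47), C17H12.8 (-3.41) and K08D8.5 (-3.53) differed. For the number of genes called by the interaction, chance can be excluded: of 39 splits that part all 3 pairs of PA14 libraries, only the real one (1 of 39) gave as many once the mean RNAi effect of each gene had been taken off. With the RNAi effect left in, 4 did, the real one included, and the 3 others exchange all RNAi labels on PA14, which turns the RNAi effect into an interaction. The call of sdz-35 (limma, BH-adjusted p = 0.0318) was lost without control E. coli replicate 1 (0.0789), 2 (0.0610) or 3 (0.0689), control PA14 replicate 1 (0.0836) or 3 (0.0953), and labelled PA14 replicate 1 (0.0522), 2 (0.0963) or 3 (0.0630), with only genes of a mean of at least 50 (0.0668), against the 2-fold threshold itself (limma treat, 0.891) and with a pseudocount of 5 (0.630), which gave -0.64, with a range of 0.00758 to 0.891 over the settings. That of C17H12.8 was lost without control PA14 replicate 1 (limma, BH-adjusted p = 0.0918) or 3 (0.0958), labelled E. coli replicate 1 (0.0818) or 3 (0.0622), and labelled PA14 replicate 1 (0.0854) or 2 (0.0978), with a range of 0.0166 to 0.459. The calls of ilys-5 and asp-2 held in all 22 settings tried (limma). For these single genes neither a technical nor a biological explanation was tested further.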

How the results depend on the processing

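The other pseudocounts, the fit without the mean-variance trend, quantile normalization, the replicate block for the list tests and the principal components with a library left out were chosen only after the result was seen, and the other alternatives were set before the data were examined.

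No called result changed its direction. The limits were 1.5 times for a count, 1 SD of the values with a library left out for a share of variance, a p of 0.05 for the list test and the spread of the simulations for the correlation; 260 values stayed within them and 59 moved further. Of the values of single genes, 2260 kept their side of the threshold, 54 lost the call and 15 gained it.

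Without a filter, the genes called higher by PA14 in the labelled libraries numbered 1776. With only genes of a mean of at least 50, of which fewer are tested, the labelled libraries had 146 genes higher and 100 lower on E. coli, and 121 higher and 270 lower on PA14; PA14 gave 605 higher and 799 lower in control RNAi, and 431 higher and 695 lower in the labelled libraries. The interaction then gave 14 genes with a higher response, and the rule of Fig 4A 214 induced and 68 repressed genes. With a factor of unwanted variation the rule gave 120 repressed genes, and with a pseudocount of 5 it gave 127; the cause was not tested.

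Against the 2-fold threshold itself (limma treat), which asks for more than the point estimate, the RNAi effect on E. coli gave 32 genes higher and 5 lower (ostd-1, F54F7.2, pud-3, asp-13 and WBGene00018448), that on PA14 46 and 119, PA14 gave 608 and 1363 in control RNAi and 331 and 1168 in the labelled libraries. The interaction gave 4 genes with a lower response, asp-2, oac-20, ilys-5 and clec-53, and of the genes in these lists F54F7.2, asp-13, oac-20 and clec-53 were singled out after their values were seen. With a higher response it gave 0 genes (limma treat), 34 at an unadjusted p under 0.05, with a smallest BH-adjusted p of 0.113. Fitting only the groups compared, with fewer libraries, gave 90 genes higher and 49 lower for the RNAi effect on E. coli.

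With dependence defined by the difference itself, 102 induced and 12 repressed genes were counted, and with dependence defined as called in control RNAi and not in the labelled libraries, 561 induced and 380 repressed genes. With each gene scaled to unit variance the first components held 48.8% and 14.9% of the variance, and with the 500 most variable genes 79.4% and 9.59%.

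With 1 library left out in turn, the RNAi effect on E. coli gave 159 to 270 genes higher and 101 to 200 lower, and on PA14 163 to 288 higher and 325 to 482 lower. PA14 gave 1233 to 1476 genes higher and 1833 to 2129 lower in control RNAi, and 871 to 1183 higher and 1628 to 2004 lower in the labelled libraries. The interaction gave 11 to 45 genes with a higher response and 78 to 205 with a lower one, and the rule of Fig 4A 344 to 487 induced and 104 to 384 repressed genes. The first component held 71.7% to 75.8% and the second 9.92% to 12.0% of the variance. The counts that moved by more than 1.5 times were, for the RNAi effect on E. coli, 159 genes higher without control E. coli replicate 1, 163 higher without labelled E. coli replicate 1 and 101 lower without control E. coli replicate 2, and on PA14 163 higher without labelled PA14 replicate 1. For the interaction the higher genes were 16 without control PA14 replicate 1, 14 without control PA14 replicate 3, 18 without labelled E. coli replicate 1, 13 without labelled PA14 replicate 1 and 11 without labelled PA14 replicate 2, and the lower genes 96 without control E. coli replicate 1, 86 without control PA14 replicate 1, 78 without control PA14 replicate 3, 100 without labelled PA14 replicate 1 and 81 without labelled PA14 replicate 2. Repressed genes under the rule were 109 without control E. coli replicate 2, 367 without control E. coli replicate 3, 340 without control PA14 replicate 2, 384 without labelled E. coli replicate 2 and 104 without labelled E. coli replicate 3.

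With the replicate number as a block (replicate block), 276 genes were higher and 199 lower for the RNAi effect on E. coli, 42 and 205 for the interaction, and 246 genes met the rule as repressed. It added a call for abu-10 in the labelled libraries (limma, BH-adjusted p = 0.0295, range over the settings 0.0200 to 0.681) and for the interaction of dod-21 (limma, BH-adjusted p = 0.0465, range over the settings 0.0307 to 0.519). The call of dod-21 was also gained without labelled E. coli replicate 2 (limma, BH-adjusted p = 0.0307) or labelled PA14 replicate 3 (0.0312). In that fit the ER folding list kept its upward shift with camera at a preset correlation between genes (limma, p = 1.52e-21). Quantile normalization shifted the median log2 change of all genes by PA14 to 0.125 in control RNAi and 0.140 in the labelled libraries, and gave 1751 genes higher and 1856 lower in control RNAi and 1482 and 1700 in the labelled libraries.

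Not run were upper-quartile factors in place of others, which the authors had already applied, both DESeq2 tests, limma-voom and the thinning of counts, which need read counts, and the alternatives for the GATA motif, which need a genome sequence. The depth behind the values is unknown, so what it limits was not assessed.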

Differences from the paper's values

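The comparisons with settings that use another pseudocount or quantile normalization were chosen only after the result was seen. The paper's errors in S4 and S5 Tables are standard errors, and its fold changes hold no pseudocount, whereas a pseudocount of 1 enters those given here. The fold changes given here are also differences between means of log2 values. A ratio of group means was not among the alternatives, so that what this adds to a distance was not tested. A log2 fold change was taken to differ where its sign was another or the distance was more than 1 standard error, the larger of the paper's and that from limma here, and a count where it was more than 1.5 times away. For 10 comparisons a group is listed at 0 in all its libraries, and no fold was compared.

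The paper counts 569 genes repressed by PA14 in an stt-3-dependent manner, against 219 here. Among the alternatives set before the data were examined, the count was within 1.5 times the paper's with dependence defined as called in control RNAi and not in the labelled libraries (380) and without labelled E. coli replicate 2 (384), and under no other.

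For dod-21, the paper's log2 fold change by PA14 in control RNAi is 12.52, against 11.39 here. It was within 1 standard error without control E. coli replicate 2 (11.66) or 3 (11.66) and without control PA14 replicate 2 (11.92), and under no other alternative set before. With a pseudocount of 0.5, chosen after seeing the values, it was 11.90, a setting that drops 1 of the 293 genes of S4 Table and 2 of the 471 induced genes of S5 Table that were called here. For acdh-1 the paper gives -9.47, against -8.43 here, and under no alternative was it within 1 standard error. For argk-1 the paper gives -8.89, against -8.02 here. Only leaving out control E. coli replicate 3 (-8.21) reached it among the alternatives set before, and a pseudocount of 0.5, chosen after seeing the values, also did (-8.25). For abu-7 the paper gives -6.44, against -4.97 here, which no alternative set before reached and a pseudocount of 0.5, chosen after seeing the values, did (-5.76).

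For C17H12.8 in the labelled libraries, the paper's log2 fold change is 0.000923, against -0.0458 here, so that only the sign differs. The mean values there, 441 ± 81.0 on E. coli and 467 ± 270 on PA14 (SD, n = 3 each), went the paper's way. The sign of the log2 fold change was the paper's without labelled E. coli replicate 3 (0.07). It was also the paper's without labelled PA14 replicate 1 (0.15) or 2 (0.20), and under no other alternative set before. For abu-9 in the labelled libraries the paper gives -0.33, against -1.53 here. It was within 1 standard error with a factor of unwanted variation (-1.35), without labelled E. coli replicate 2 (-0.67) and without labelled PA14 replicate 2 (-1.36) or 3 (-1.36), and under no other alternative set before. A pseudocount of 5 (-0.70) and quantile normalization (-1.32), chosen after seeing the values, also reached it. For abu-10 in the labelled libraries the paper gives -0.90, against -2.09 here. It was within 1 standard error with a factor of unwanted variation (-1.64), without labelled E. coli replicate 2 (-1.66) and without labelled PA14 replicate 3 (-1.16), and under no other alternative set before, while a pseudocount of 5, chosen after seeing the values, gave -1.19. The pseudocount of 5 drops 17 of the 293 genes of S4 Table and 17 of the 471 of S5 Table called here, and quantile normalization drops 10 and 0.

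The paper reports a lower stt-3 mRNA after stt-3 RNAi by qRT-PCR (S2B Fig), whereas its log2 fold change in the labelled libraries was 0.18 on E. coli (limma, BH-adjusted p = 0.26). In S5 Table the paper lists irg-2 as induced in an stt-3-dependent manner, whereas its log2 difference here was -0.79, which does not meet the rule of Fig 4A. Among the alternatives set before, the difference of irg-2 passed 2-fold only without labelled E. coli replicate 2 (-1.17), and the qRT-PCR data of Fig 5G show no effect on it. The paper states that the repression of the abu and pqn genes was suppressed by the inhibition of OST, whereas the difference passed an adjusted p of 0.05 in 0 of 10 genes tested here (limma; 0 at an unadjusted p under 0.05). This fit took the libraries as unpaired, and a paired test could come out otherwise. The difference was in the paper's direction in 8 of the 8 genes that are not at 0 in all PA14 libraries. The rule of Fig 4A was met by 7 of the 10. As a set, the abu genes tested had a median difference of 1.36, in the paper's direction, which passed with limma camera (p = 0.00685) and not with limma fry (p = 0.187) or with the correlation estimated (p = 0.302), and genes at 0 enter this median too. The same genes had a median log2 change in the labelled libraries against control RNAi of -0.87 on E. coli and 0.45 on PA14. A lower level on E. coli thus enters the difference as well as a higher one on PA14. With a reporter (S5A Fig) the paper finds hsp-4 slightly higher on PA14 in control worms and lower on PA14 under stt-3 RNAi, whereas the log2 change of the mRNA was 0.20 in control RNAi and 0.69 in the labelled libraries (limma, BH-adjusted p = 0.513 and 0.0364). Without labelled E. coli replicate 3 the change of hsp-4 in the labelled libraries was 0.36. After quantile normalization, chosen after seeing the values, it was 1.04 and was called (limma, BH-adjusted p = 0.00135). The adjusted p of this change ranged from 0.00135 to 1 over the settings (limma, BH).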

Other observations

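Of the tests in this part, the correlation under other settings, the splits by PA14 pairs and the RNAi effect on PA14 under other settings were chosen only after the result was seen.

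The rule of Fig 4A does not test the difference between the fold changes, and the spread between replicates alone could place genes under it. In 100 simulations with that spread and no difference in the response, the median count was 64 induced genes (35 to 79) against 392 and 116 repressed genes (89 to 140) against 219, but the simulations took the libraries as unpaired. Of 39 splits that part all 3 pairs of PA14 libraries, 5 gave as many genes under the rule once the mean RNAi effect of each gene had been taken off, the real one included (8 with it left in), so that for this count chance cannot be excluded. The count of induced genes alone was reached in 2 and that of repressed genes in 8 of these splits, and the spread between replicates stays open as a source of part of either list. For the RNAi effect on E. coli and on PA14 and for the PA14 effect in control RNAi and in the labelled libraries, 1 of 10 splits gave as many genes, which is the smallest share that 3 libraries against 3 allow, so that chance cannot be excluded by this count.

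Across genes, which are not independent replicates, the RNAi effect on E. coli and the PA14 effect in control RNAi had a correlation of 0.312 (0.305 to 0.347 under 4 other settings). The control E. coli libraries that the comparisons share give a positive correlation by themselves. Its median was 0.50 (0.453 to 0.555) in 100 simulations without any effect, and the observed value lies below this range. Since the simulations hold no effect of RNAi or PA14, they do not show how much of the observed correlation comes from the shared controls. Called higher in both were 156 genes and lower in both 55, and simulations without any effect, which call almost no gene, do not show how many of these come from the shared controls. Of the others, 19 were lower with RNAi and higher with PA14, and 1, catp-3, singled out after its values were seen, was higher with RNAi and lower with PA14.

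Of 157 immune effector genes tested, 11 were called higher and 47 lower in the labelled libraries on PA14, and the interaction was called for 17 with a lower response (limma). Of 159 cuticle genes, 104 were called lower and 7 higher by PA14 in control RNAi, and 89 lower in the labelled libraries; of the 114 col genes among them, 90 were called lower and 5 higher in control RNAi. The median log2 change of the cuticle genes by PA14 was -2.56 in control RNAi and -1.99 in the labelled libraries, and the median difference was 0.53 (limma camera, p = 9.42e-05), a shift that was not found with limma fry (p = 0.318) or with the correlation estimated (limma camera, p = 0.436).

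Some genes named in the paper belong to no claim on the RNA-seq data. The log2 changes on E. coli in the labelled libraries were -0.58 for hsp-60, 0.18 for ama-1, -0.23 for vit-2, -0.18 for vit-6, -0.25 for eef-1A.1, -0.48 for eef-1A.2 and -0.31 for ahcy-1 (limma, BH-adjusted p = 0.0361, 0.543, 0.529, 0.720, 0.461, 0.454 and 0.255), all under 2-fold. On PA14 they were -0.48, 0.23, -1.13, -0.83, -0.10, -0.09 and -0.45 in this order (limma, BH-adjusted p = 0.0537, 0.385, 0.00179, 0.0208, 0.782, 0.912 and 0.0760). Of these only vit-2 was called lower, a call that was lost without control PA14 replicate 3 (-0.94), after quantile normalization (-0.73) and against the 2-fold threshold itself, while vit-6 was called without control PA14 replicate 1 (-1.05), with an adjusted p from 0.00163 to 1 over the settings (limma, BH). The level of nipi-3 was higher in the labelled libraries on PA14, with a log2 fold change of 1.02 (limma, BH-adjusted p = 0.000298). The mRNA of pqm-1 rose on PA14 by 2.22 in control RNAi and by 1.14 in the labelled libraries, and by 0.92 there without labelled E. coli replicate 2, with a difference of -1.08 (limma, BH-adjusted p = 0.228).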
